# DEMETER DNA demethylase reshapes the global DNA methylation landscape and controls cell identity transition during plant regeneration

**DOI:** 10.1186/s12864-024-11144-x

**Published:** 2024-12-23

**Authors:** Seunga Lee, Soon Hyung Bae, Yunji Jeon, Pil Joon Seo, Yeonhee Choi

**Keywords:** *Arabidopsis*, DNA methylation, DEMETER (DME) DNA demethylase, Somatic cell reprogramming, In vitro plant regeneration, RNA-directed DNA methylation (RdDM)

## Abstract

**Background:**

Plants possess a high potential for somatic cell reprogramming, enabling the transition from differentiated tissue to pluripotent callus, followed by the formation of de novo shoots during plant regeneration. Despite extensive studies on the molecular network and key genetic factors involved in this process, the underlying epigenetic landscape remains incompletely understood.

**Results:**

Here, we explored the dynamics of the methylome and transcriptome during the two-step plant regeneration process. During the leaf-to-callus transition in *Arabidopsis* L*er*, CG methylation shifted across genic regions, exhibiting a similar number of differentially methylated regions (DMRs) for both hypo- and hypermethylation. Pericentromeric regions underwent substantial CG and extensive CHH hypomethylation, alongside some CHG hypermethylation. Upon shoot regeneration from callus, genic regions displayed extensive reconfiguration of CG methylation, while pericentromeric methylation levels highly increased across all cytosine contexts, coinciding with the activation of the RNA-directed DNA methylation (RdDM) pathway. However, mutation in *DEMETER* (*DME*) DNA demethylase gene resulted in significant genic CG redistribution and global non-CG hypomethylation in pericentromeric regions, particularly during shoot regeneration. This non-CG hypomethylation observed in *dme-2* mutants was, at least partly, due to RdDM downregulation. The *dme-2* mutants affected gene expression involved in pluripotency and shoot meristem development, resulting in enhanced shoot regeneration through a reprogrammed state established by pericentromeric hypomethylation compared to wild type.

**Conclusion:**

Our study demonstrates epigenetic changes, accompanied by transcriptome alterations, during pluripotency acquisition (leaf-to-callus) and regeneration (callus-to-de novo shoot). Additionally, it highlights the functions of the DME demethylase, particularly its close association with the RdDM pathway, which underlies pericentromeric non-CG methylation maintenance. These results provide important insights into the epigenetic reconfiguration associated with cell identity transition during somatic cell reprogramming.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-024-11144-x.

## Background

Plant somatic cells exhibit a remarkable capacity to undergo cellular reprogramming and regenerate into new organs. This ability has been exploited to in vitro tissue culture, in which a pluripotent cell mass called callus is induced from tissue explants on auxin-rich callus-inducing medium (CIM), which then allows de novo organogenesis on shoot-inducing medium (SIM) [1]. Callus formation begins at pericycle-like cells, with the proliferation of the root founder cells to form a cell mass that resembles the lateral root primordia on CIM [2, 3]. The key factors establishing root founder cells, WUSCHEL-RELATED HOMEOBOX11 (WOX11) and WOX12 [4], interact with AUXIN RESPONSE FACTOR7 (ARF7) and ARF19 [5] to activate *LATERAL ORGAN BOUNDARIES DOMAINs* (*LBDs*) [6, 7], allowing callus initiation and proliferation. Competence for regeneration in the callus is established by root stem cell regulators, including PLETHORAs (PLTs), SCARECROW (SCR), and WOX5 [3, 8, 9]. Following pluripotency acquisition, de novo shoot regeneration can be facilitated by incubating the callus on SIM. Type-B ARABIDOPSIS RESPONSE REGULATORs (ARRs), which promote cytokinin signaling, act as transcriptional activators of *WUSCHEL* (*WUS*), a core regulator for the establishment of the shoot meristem [10, 11].

Cytosine methylation is a fundamental epigenetic modification critical for silencing transposable elements (TEs), maintaining genome stability, and regulating gene expression in plants and vertebrates [12–14]. Unlike mammals, plants methylate not only at CG sites but also at CHG and CHH sites, albeit to a lesser extent than CG sites [14]. In *Arabidopsis thaliana*, de novo DNA methylation in all sequence contexts is facilitated by the DOMAIN REARRANGED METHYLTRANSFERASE1/2 (DRM1/2) through the small RNA-directed DNA methylation (RdDM) pathway [15, 16]. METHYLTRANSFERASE1 (MET1) maintains CG DNA methylation [17], whereas CHROMOMETHYLASE3 (CMT3) and CMT2 contribute to the maintenance of CHG and CHH methylation, respectively [14, 18, 19].

While DNA methylation patterns are maintained during cell division, ensuring genome stability and preserving cell lineage, they also undergo dynamic reprogramming, which involves active demethylation during development [20–27]. In *Arabidopsis*, DNA methylation across all sequence contexts can be reversibly removed by DNA glycosylase-domain proteins, such as DEMETER (DME), DEMETER-LIKE2 (DML2), DML3, and REPRESSOR OF SILENCING1 (ROS1) via the base excision repair pathway [28–30]. Intriguingly, while the *ros1;dml2;dml3* triple mutants developed fairly normally, *dme* mutants display pleiotropic developmental phenotypes, such as seed abortion and stunted growth [31], indicating that the DME demethylase is essential for both reproduction and sporophytic growth [32]. However, the full extent of DME demethylase activity and its epigenomic effects during vegetative growth remain unknown.

Although several studies have demonstrated DNA methylation changes during plant regeneration [33–36], the comprehensive landscape during two-step plant regeneration and the underlying molecular mechanisms governing its dynamic changes remain elusive. In this study, we demonstrate dynamic changes in both methylome and transcriptome throughout the tissue culture process in WT L*er* and *dme-2* mutants. We further reveal that the DME demethylase plays a critical role in preserving non-CG methylation in pericentromeric regions, by promoting the RdDM pathway during regeneration. Our results highlight not only the close relationship between DME-mediated DNA demethylation and RdDM, but also the global dynamics of DNA methylation during plant regeneration, providing key insights into epigenetic reconfiguration that occur for somatic cell reprogramming.

## Results

### Global DNA methylation dynamics during two-step regeneration process

Two-step plant regeneration is widely used for studying somatic cell reprogramming. Using *Arabidopsis* L*er* leaf as explants, calli were induced on CIM for 7 days. Then, calli were transferred onto SIM to facilitate the regeneration of de novo shoots (Additional file 1: Fig. S1). To investigate the DNA methylation dynamics during the regeneration process, whole genome bisulfite sequencing (WGBS) was performed on leaf explants, DAC7 (7 days after incubation on CIM) calli, and DAS14 (14 days after incubation on SIM) de novo regenerated shoots (Additional file 1: Fig. S1). The average DNA methylation levels of wild type (WT) were calculated separately for whole genome, gene and TE. In general, the average CG methylation levels remained relatively constant during the regeneration process in both genes and TEs (Fig. 1A-C). In contrast, a gradual increase in CHG methylation levels was observed, especially in TEs, during both callus formation and shoot regeneration (Fig. 1D-F).

**Fig. 1:**
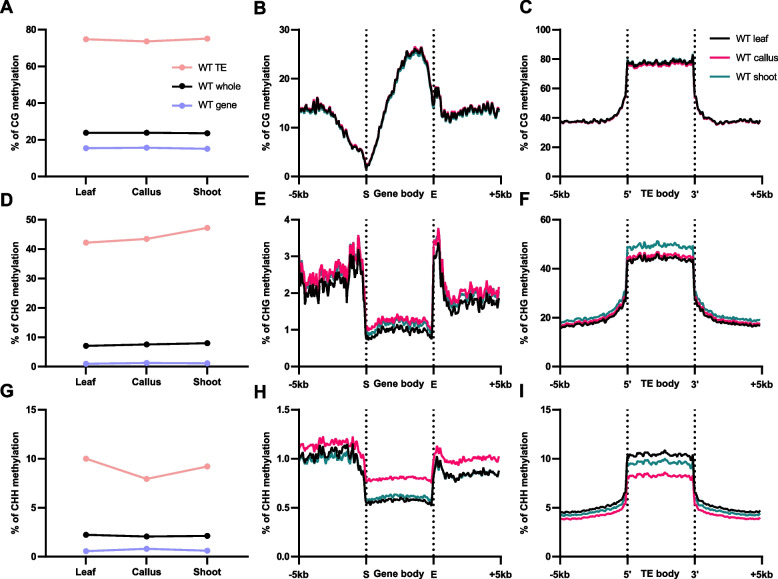
DNA methylation levels in global and genomic features during *Arabidopsis* regeneration in L*er* wild type. The average DNA methylation levels of L*er* wild type during regeneration process in CG (**A**-**C**), CHG (**D**-**F**), and CHH (**G**-**I**) contexts by different genomic features **A**, **D**, and **G**, whole genome, gene, and transposable elements in leaf, callus, and de novo shoot. DNA methylation levels of body of genes (**B**, **E**, and **H**) and TEs (**C**, **F**, and **I**), as well as their surrounding regions are shown

Notably, CHH methylation levels in TEs exhibited a dynamic pattern dependent on the tissue culture step: it gradually decreased during callus formation on CIM, but increased in de novo regenerated shoots induced from callus on SIM (Fig. 1G-I). The observed dynamics of CHH methylation in TEs during two-step plant regeneration resembles what occurs during embryogenesis, as CHH methylation levels are low in early embryos but increase as embryos undergo organogenesis and mature [37–41]. The shared CHH methylation dynamics in calli and early embryos suggest a potential role of global DNA methylation reprogramming, particularly at CHH sites, in cellular pluripotency.

### Substantial changes in DNA methylation landscapes during plant regeneration process

To investigate the extent of methylation differences during regeneration and characterize these sites, stage-specific differentially methylated regions (DMRs) were identified. DMRs during leaf-to-callus transition were designated as 'c stage DMRs', while DMRs during callus-to-shoot formation were designated as 's stage DMRs'. During the leaf-to-callus transition, while global CG methylation levels remained relatively stable (Fig. 1A), a substantial number of both CG hyper DMRs and hypo DMRs were identified (21,592 hyper and 26,659 hypo, respectively) (‘c’ in Fig. 2A). Notably, CG hyper DMRs were predominantly enriched in genic regions, whereas CG hypo DMRs were found in roughly equal proportions within both gene and TE regions (Fig. 2B and E). Interestingly, CG hyper DMRs are evenly distributed throughout chromosomes, whereas CG hypo DMRs show a peak in pericentromeric regions (Fig. 2F, pink), suggesting the genome-wide redistribution of CG methylation in genic regions, along with substantial CG hypomethylation in pericentromeric TEs, during leaf-to-callus formation.

**Fig. 2:**
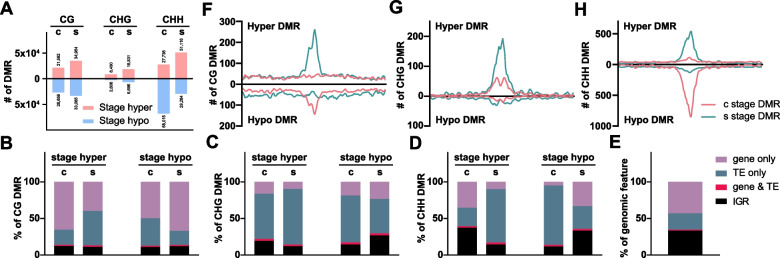
The number, composition, and positions on chromosome 1 of each stage’s DMRs during plant regeneration. **A** The total number of stage DMRs. **B**-**D** The composition of stage DMRs (gene, gene & TE, TE, and IGR). **E** The composition of a reference *Arabidopsis* Ler genome for a control. **F**-**H**, The positions of stage DMRs were analyzed on chromosome 1. The size of a window is 50 bp. c stage DMR, DMR extracted from leaf-to-callus transition (7 days on CIM); s stage DMR, DMR extracted from callus-to shoots transition (14 days on SIM); IGR, intergenic regions; gene & TE, the window probe overlapped with both the gene and the TE

When the callus was transferred to SIM, the number of CG DMRs significantly increased (Fig. 2A). While the majority of the de novo shoot CG hyper DMRs were enriched in pericentromeric TEs, CG hypo DMRs were located in genic regions (Fig. 2B, E, and F, green), suggesting that during de novo shoot formation, there is a notable CG resetting in pericentromeric TEs that were hypomethylated during callus formation, accompanied by CG hypomethylation within genes (Additional file 1: Fig. S2).

Non-CG methylation was heavily enriched at TEs (Fig. 2C-E) and showed a striking enrichment at the pericentromeric region for both hyper and hypo DMRs (Fig. 2G and H). For CHG methylation, pericentromeric hyper DMRs were dominant, especially during shoot formation (Fig. 2A, C, and G). Meanwhile, during leaf-to-callus transition, the number of CHH hypo DMRs (68,015) was significantly greater than CHH hyper DMRs (27,738), resulting in global CHH hypomethylation (Figs. 1G and 2A, CHH), mostly at pericentromeric TEs (Fig. 2D and H), suggesting that callus induction from differentiated leaf tissues promotes epigenetic CHH reprogramming. However, when callus was transferred to SIM, the dynamics of CHH methylation DMRs were reversed (Additional file 1: Fig. S3), consistent with the global increase in CHH methylation (Fig. 1G-I). The s stage DMRs showed a significantly large number of CHH hyper DMRs (51,116 in Fig. 2A, CHH), which were enriched in pericentromeric TEs (Fig. 2D and H). These results indicate massive genome-wide DNA methylation landscape changes during two-step plant tissue regeneration, particularly with global CHH methylation reprogramming occurring during dedifferentiation, followed by subsequent recovery during shoot differentiation from callus.

### Global hypomethylation in pericentromeric regions during shoot regeneration in *dme-2*

Since global methylation changes take place during WT callus formation and shoot regeneration (Fig. 1), we hypothesize that active demethylation may play a role in DNA hypomethylation over the regeneration process. 

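RNA was sequenced from L*er* WT and *dme-2* tissue, where *dme-2* is a mutant allele of *DEMETER* (*DME*), a DNA demethylase gene. Calli were taken after 7 days on callus-inducing medium (CIM), which is the stage called DAC7, and de novo shoots after a further 14 days on shoot-inducing medium (SIM), called DAS14. Each of the 4 groups had 3 biological replicates, which gave 12 stranded mRNA libraries. The authors mapped the reads to the L*er* genome with STAR and estimated transcript abundance with RSEM. They deposited a whole-number count and a TPM value (relative transcript abundance, adjusted for transcript length) for each of 27147 L*er* loci, and the paper's text does not name how the whole-number counts were made. Total counts per library ranged from 12981250 to 20128757 in WT calli (median 17787863) and from 15381207 to 17791963 in WT shoots (median 15526936). For *dme-2*, they ranged from 16215997 to 19228327 in shoots (median 17590498) and from 15084546 to 16959666 in the count columns labelled *dme-2* callus (median 15407234). TPM values keep no record of depth.

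The mutated gene itself, *DME* (ATLER-5G14070), was listed at 13.17, 11.21 and 10.11 TPM in WT calli and at 3.21, 3.14 and 3.54 TPM in *dme-2* calli. In shoots it was listed at 19.44, 18.94 and 18.65 TPM in WT and at 7.89, 7.49 and 7.89 TPM in *dme-2*. The counts had the same order in shoots (1725, 1743 and 2033 in WT, 908, 724 and 797 in *dme-2*) but the opposite order in calli (1001, 1317 and 1070 in WT, 2126, 2279 and 2542 in the columns labelled *dme-2* callus). This was not limited to *DME*. Over 11607 loci, counts and TPM of the same library differed from a common proportion per locus by a median of 0.023 to 0.093 on the log2 scale in the other 9 libraries, and by 0.818 to 0.993 in the 3 count columns labelled *dme-2* callus. Across the 518 genes of the paper's own callus list, the paper's log2 fold changes had a Pearson correlation of 0.88 with those of the TPM table and 0.01 with those of the count table, where genes are not independent replicates.

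**Figure D1:**
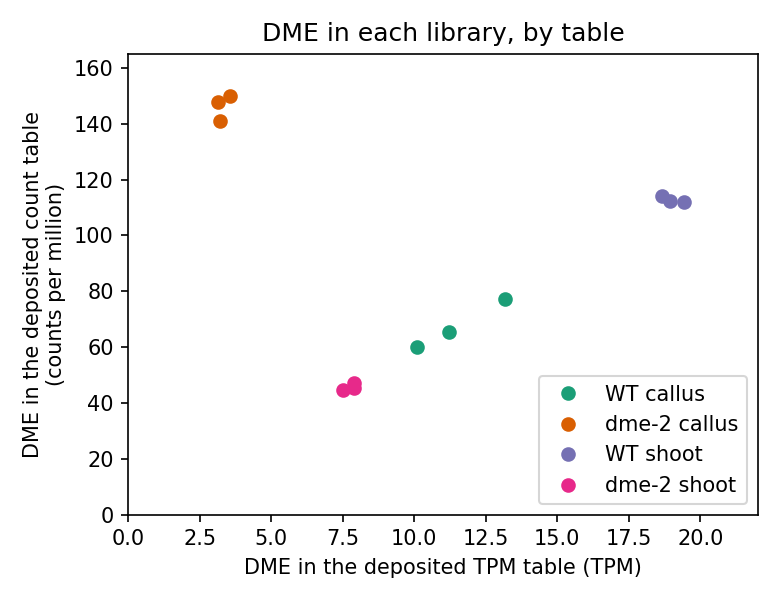
*DME* in the 12 libraries, with TPM on the horizontal axis and CPM, the count scaled by the library's total count, on the vertical axis, 1 point per library and a colour for each group. The 3 points labelled *dme-2* callus lie at 3.14 to 3.54 TPM but at 140.9 to 149.9 CPM, above all WT callus points, while the other groups keep the same order on both axes.

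For WT calli and for shoots, counts were compared with edgeR's quasi-likelihood test after TMM normalization, each comparison on its own 6 libraries. For every comparison with *dme-2* calli, results are given from TPM by limma on log2(TPM + 1) for loci with a mean of at least 1 TPM, a choice made after the data had been seen. The result from the counts is given for the numbers of genes and the gene sets, and for single genes only where it is stated. Fold changes on this scale understate the change of genes with low TPM. DEGs were called as in the paper, at a log2 fold change above 1 or below −1 and an unadjusted p-value under 0.05, and also at a Benjamini-Hochberg adjusted p under 0.05.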

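Besides *DME*, the demethylase genes are *ROS1* (ATLER-2G55910), *DML2* (ATLER-3G19860) and *DML3* (ATLER-4G62810). In WT calli, *DME* had 11.5 ± 1.55 TPM (SD, n = 3), *ROS1* 2.54 ± 1.62 TPM and *DML2* 1.24 ± 0.121 TPM, while *DML3* was listed at 0 in all 3 libraries. The mean of *DME* was 4.53 times that of *ROS1*. An exact two-sided permutation test that exchanged the 4 genes within each library gave p = 0.00174, the smallest p that its 13824 permutations can give. It tests whether the 4 genes differ in any way, and is not a test of *DME* against *ROS1* alone. With each WT callus library left out in turn, the ratio of *DME* to *ROS1* ranged from 3.79 to 7.16, and in CPM, which is not adjusted for transcript length and moved it most among the other settings, it was 6.39. In WT shoots, *DME* had 19.0 ± 0.400 TPM (SD, n = 3), *ROS1* 13.1 ± 0.275, *DML2* 7.76 ± 0.251 and *DML3* 0.943 ± 0.127. There the mean of *DME* was 1.45 times that of *ROS1*, and 1.97 times in CPM. The exact permutation p for any difference among the 4 genes was the same as in calli. Between the stages, *DME* had a log2 fold change of 0.20 in WT shoots relative to WT calli (standard error 0.09, adjusted p = 0.0708 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This call depended on the setting. Over the alternatives the log2 fold change was 0.12 to 0.74 and the adjusted p 0.000188 to 0.307. The largest change came with library size only and with limma on log2(CPM + 1), the latter added after the data had been seen, and all 3 shoot libraries had more *DME* TPM than all 3 callus libraries.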

In support, *DEMETER* (*DME*) displayed the highest expression in DAC7 callus and DAS14 shoots compared to other DNA demethylase genes (Fig. 3A, B). Moreover, *dme-2* mutants produced a significantly higher number of calli and de novo shoots compared to the WT [32]. These observations suggest that DME might play an important role during plant regeneration.

**Fig. 3:**
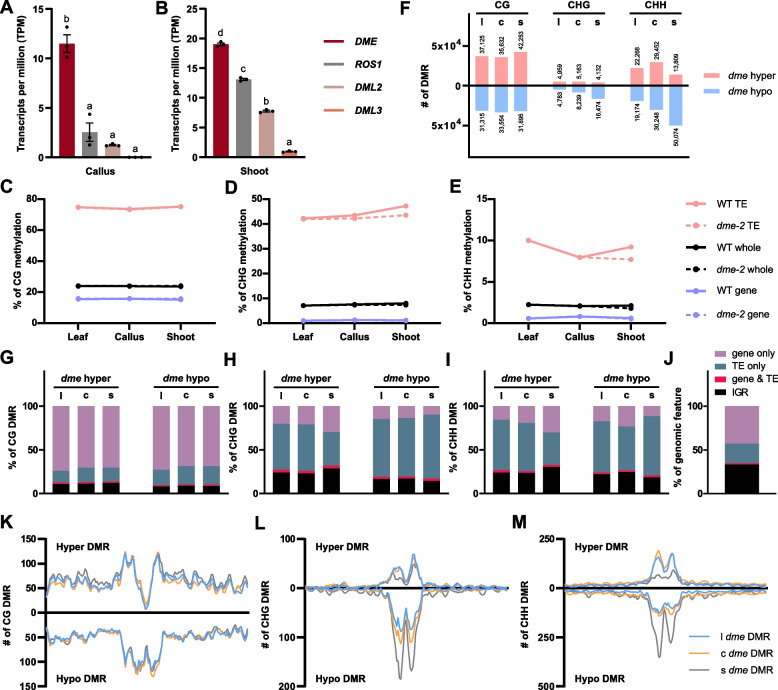
*dme-2* mutant exhibits hypomethylation in non-CG contexts, particularly enriched in TEs. **A**, **B** Expression of DNA demethylase genes in RNA-seq of WT callus and de novo shoot. Gene expression values are shown as TPM values from the RNA-seq data. Data represent mean ± SEM of three biological replicates. Significant differences were determined using one-way ANOVA, followed by Tukey’s post hoc test. Different letters indicate significant differences (*p*-value < 0.05). **C**-**E** The average DNA methylation levels of L*er* wild type and *dme-2* mutant during regeneration process in CG, CHG, and CHH contexts by different genomic features. **F** The number of *dme-2* DMRs at each stage of regeneration. **G**-**I** The composition of *dme-2* DMRs (gene, gene & TE, TE, and IGR). **J** The composition of a reference *Arabidopsis* Ler genome for a control. IGR, intergenic regions; gene & TE, the window probe overlapped with both the gene and the TE; l; leaf explant, c; callus, s; de novo shoot. **K**-**M** The positions of *dme-2* DMRs (dme hyper and dme hypo at each stage) were analyzed in a chromosomal view in CG, CHG, and CHH contexts

Next, we investigated genome-wide DNA methylation levels in *dme*-2 mutants compared to those in WT. Surprisingly, *dme-2* mutants exhibited global hypomethylation, especially at non-CG contexts during the regeneration process (Fig. 3C-E and Additional file 1: Fig. S4). This was particularly pronounced in CHH context at TEs during shoot regeneration (Fig. 3E). We then examined DMRs between WT and *dme-2* mutants at each stage. Although the average CG methylation levels were similar (Fig. 3C), large numbers of both hyper and hypo CG DMRs were obtained at each stage, with over 70% originating from genic regions (Fig. 3F, G, and J, CG) and distributed across chromosomal arms (Fig. 3K). This suggests that DME has pivotal roles during the entire regeneration process by regulating proper CG methylation within genes. Conversely, it is notable that *dme* CG hypo DMRs were also substantially clustered in pericentromeric regions, indicating a potential indirect effect caused by *dme-2* mutation (Fig. 3K).

Compared to the gradual increase observed in CHG methylation levels during regeneration in WT, *dme-2* mutants exhibited relatively stable CHG levels, resulting in hypomethylation at CHG context (Fig. 3D). Consistent with this, the majority of *dme* CHG DMRs were hypo DMRs (Fig. 3F, CHG), enriched at pericentromeric TEs (Fig. 3H and L). For CHH context, while the WT exhibited a dynamic decrease followed by an increase in CHH methylation during regeneration process, *dme-2* mutant displayed a consistent decrease, resulting in hypomethylated CHH methylation, especially in de novo shoots (Fig. 3E). In particular, the majority of *dme* CHH DMRs were hypo DMRs in de novo shoots (50,074 in Fig. 3F, CHH). These DMRs primarily originated from TEs (Fig. 3I), concentrated in pericentromeric regions (Fig. 3M).

It has been known that DME-mediated demethylation primarily targets short euchromatic AT-rich TEs as well as the boundaries of long TEs [21, 42]. In line with this, we observed a tendency for short (< 500 bp) TEs being more enriched in *dme* hyper CG DMRs, while long (> 2000 bp) TEs exhibited enrichment in *dme* hypo DMRs across all cytosine context (Additional file 1: Fig. S5). Consistently, CG hyper DMRs were observed in the chromosomal arms, while hypo *dme* DMRs were predominantly concentrated in pericentromeric regions (Fig. 3K) where long TEs are enriched. Altogether, our results suggest that DME is required not only for demethylating CG levels at genic regions, but also maintaining methylation levels, primarily for non-CG and, to a less extent, for CG, in pericentromeric TEs throughout the entire regeneration process.

### The role of DME in maintaining pericentromeric methylation possibly through RdDM pathway

Given that DME functions as a DNA demethylase, it is intriguing to note the global hypomethylation in pericentromeric regions of *dme-2* mutants, which could be an indirect effect of *dme* mutation. 

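In de novo shoots, *CMT3* (ATLER-1G83580) had 12.8 ± 0.816 TPM (SD, n = 3) in *dme-2* and 17.3 ± 1.08 TPM in WT. From the counts, its log2 fold change was −0.42 (standard error 0.06, adjusted p = 6.32e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 3 *dme-2* libraries lay below all 3 WT libraries, and with each library left out in turn the log2 fold change stayed between −0.45 and −0.39. The alternative that moved this result most was a fit of both shoot groups together with WT calli (9 libraries), added after the data had been seen, in which the adjusted p of *CMT3* by edgeR was 0.0953. Over all alternatives it ranged from 4.97e-08 to 0.0953, and in the fit over all 12 libraries, set beforehand, it was 0.0504, so the call was lost in both. Both fits estimate the spread of a gene jointly with callus libraries, whose replicates varied more. In the fit over 9 libraries the log2 fold change stayed at −0.42, with a standard error of 0.17. *CMT2* (ATLER-4G45540) had 14.7 ± 0.377 TPM in *dme-2* and 13.5 ± 0.161 TPM in WT. Its log2 fold change was 0.13 (standard error 0.06). The unadjusted p was 0.0341 and the adjusted p 0.0625 by the same edgeR test, so the change did not pass the correction although all 3 *dme-2* libraries lay above all 3 WT libraries. Over the alternatives, the adjusted p of *CMT2* ranged from 0.0377 to 0.471, the lowest without *dme-2* shoot replicate 3, where it passed, and with a library left out its log2 fold change was between 0.10 and 0.16.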

Since pericentromeric non-CG methylation is regulated either by RNA-directed DNA methylation (RdDM) or by RNA-independent CMT3 (CHG) and CMT2 (CHH) activity, we first examined *CMT3* and *CMT2* expression in *dme-2* shoots and found that *CMT3* was decreased but *CMT2* was marginally increased in *dme-2* mutant (Fig. 4A). This rules out the possibility that CHH hypomethylation in *dme-2* mutants derives from decreased CMT2 activity. In addition, *ROS1* was highly increased by *dme* mutation in de novo shoots (Fig. 4A), which can explain the hypomethylation in *dme-2* (Fig. 3F). However, many of the key genes involved in RdDM pathway, which were highly induced during WT de novo shoot regeneration (Fig. 4B), were down-regulated in *dme-2 *de novo shoots (Fig. 4C and Additional file 1: Fig. S6), consistent with the fact that the resetting of non-CG methylation in pericentromeric TE regions during WT shoot formation is attributed at least in part by the RdDM pathway [43]. 

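*ROS1* was listed at 21.4, 21.8 and 21.5 TPM in *dme-2* shoots and at 13.4, 13.1 and 12.8 TPM in WT shoots. The log2 fold change from the counts was 0.72 (standard error 0.05, adjusted p = 2.46e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It stayed between 0.70 and 0.75 when any library was left out. The other demethylase genes did not rise with it. *DML2* had a log2 fold change of 0.02 (standard error 0.07, adjusted p = 0.866 by the same edgeR test), a change smaller than its error whose sign depended on the scaling. *DML3* was lower in *dme-2* shoots, with a log2 fold change of −0.79 (standard error 0.22, adjusted p = 0.00402).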

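Of the 25 RdDM genes in Fig. 4B, 23 were paired with a L*er* locus and 22 had enough counts to be tested, since *CLSY3* and *CLSY4* were not paired and *DRM1* had 0 to 15 counts in every WT callus, WT shoot and *dme-2* shoot library. From WT callus to WT shoot, the mean log2 fold change over the 22 genes was 0.58, with an adjusted p = 0.00141 by the rotation gene set test fry on the values prepared for edgeR, adjusted over the 8 gene set tests made from counts. At an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 14 genes were higher and 6 lower in WT shoots, and correction over the list alone gave the same 20 calls. *NRPD2B* (ATLER-3G29550) rose from 0.223 ± 0.0380 to 5.54 ± 0.217 TPM (SD, n = 3), a log2 fold change of 4.19 (standard error 0.21, adjusted p = 1.48e-07 by edgeR), although it has 2 homologs in Col between which reads could be split. *AGO4* (ATLER-2G45250) rose from 8.31 ± 3.83 to 43.4 ± 0.775 TPM. In the other direction, *HSP90.1* (ATLER-5G71360, 4 homologs in Col) had a log2 fold change of −6.36 and *NRPD1* (ATLER-1G76040) of −3.00. The scaling mattered here: the median log2 fold change of all 19616 tested genes was 0.14 with TMM normalization and 0.68 with library size only, under which the mean of the set was 1.12, 17 of the 22 genes were higher, and *DRM2* and *HEN2* changed from lower to higher. Under at least 1 alternative, the calls for *AGO9*, *IDN2*, *HEN2* and *SUVH9* were lost. Against the other genes in the same libraries (camera, a competitive gene set test), the set did not stand apart, with an adjusted p = 0.397.

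In *dme-2* shoots relative to WT shoots, the same 22 genes had a mean log2 fold change of −0.11 (adjusted p = 0.0105 by fry, and 0.00162 to 0.235 over the alternatives, leaving out libraries aside). The highest value was camera's, and the fits over 12 and over 9 libraries gave 0.0511 and 0.0713. By edgeR's adjusted p, 9 genes were lower and 1, *HSP90.1*, was higher (log2 fold change 1.29, standard error 0.09), and correction over the list alone gave 10 calls as well. The log2 fold changes ranged from −0.63 to 1.29, and only *HSP90.1* passed the cut-off of 1. *HEN1* (ATLER-4G47510) fell from 9.02 ± 0.161 to 5.91 ± 0.228 TPM (SD, n = 3), a log2 fold change of −0.63 (standard error 0.08, adjusted p = 6.03e-07 by edgeR). *AGO7* and *CLSY1* had log2 fold changes of −0.60 (standard error 0.09) and −0.54 (standard error 0.08). *AGO4* was at 32.1 ± 1.37 TPM in *dme-2*, a log2 fold change of −0.39 (standard error 0.05, adjusted p = 2.44e-07 by edgeR, and 2.78e-11 to 0.165 over the alternatives). *NRPE1* had a log2 fold change of −0.24 (standard error 0.06), and *DRM2* of 0.00 (standard error 0.09, adjusted p = 0.98 by edgeR). Of the 14 genes that were higher in WT shoots than in WT calli, 7 were lower in *dme-2* shoots (*SUVH2*, *HSP90.4*, *AGO4*, *AGO7*, *NRPE1*, *CLSY1* and *HEN1*), none was higher, also at an unadjusted p under 0.05, and 7 did not change detectably (*IDN2*, *RDR2*, *DCL3*, *NRPD2B*, *SHH1*, *NRPD2A* and *AGO9*). *HEN2* and *SUVH9* were lower in *dme-2* shoots without having been higher in WT shoots than in calli. Of the 9 lower genes, *AGO4*, *NRPE1*, *SUVH2*, *SUVH9*, *HEN1* and *HEN2* lost their calls under at least 1 alternative, all 6 of them in the fit over 9 libraries, while *AGO7*, *CLSY1* and *HSP90.4* kept theirs under all alternatives run.

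**Figure D2:**
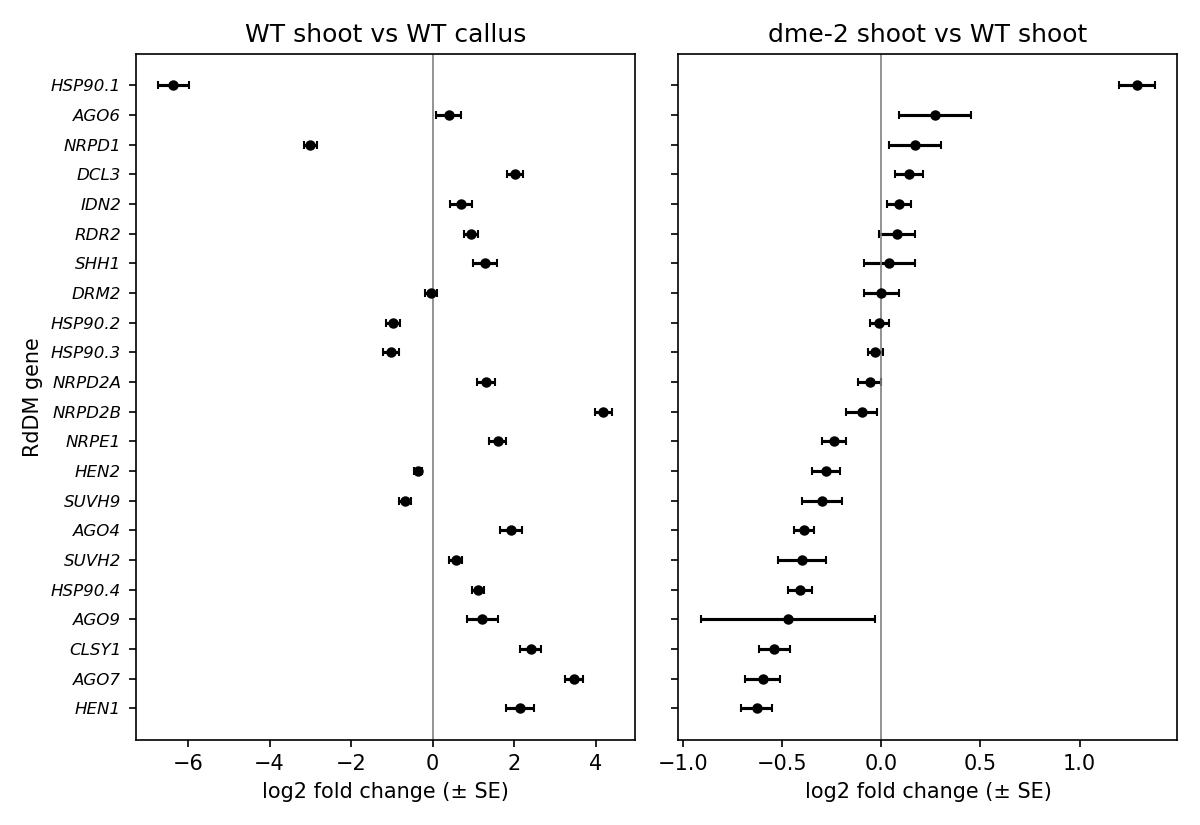
Log2 fold changes of the 22 tested RdDM genes with their standard errors, in WT shoots relative to WT calli (left) and in *dme-2* shoots relative to WT shoots (right), with the genes ordered by the *dme-2* effect. The left values run from −6.36 to 4.19, where *DRM2* and *HEN2* turn positive with library size only, and the right values run from −0.63 to 1.29.

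The paper sets the lower expression of key RdDM genes in *dme-2* shoots beside an earlier finding that it cites, which attributes the resetting of non-CG methylation in pericentromeric TE regions at least in part to the RdDM pathway.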

Considering that CHH reconfiguration is a characteristic feature of the reprogrammed state, the hypo CHH methylation levels observed in pericentromeric regions of the *dme-2* shoots may imply its higher cellular competence for cell fate transition, reflecting the high regeneration potential of *dme-2* even in regenerated, differentiated tissues (Additional file 1: Fig. S7). Overall, our results suggest that the DME-activated RdDM may play a critical role in the global reestablishment of DNA methylation, particularly at non-CG methylation, during shoot regeneration.

**Fig. 4:**
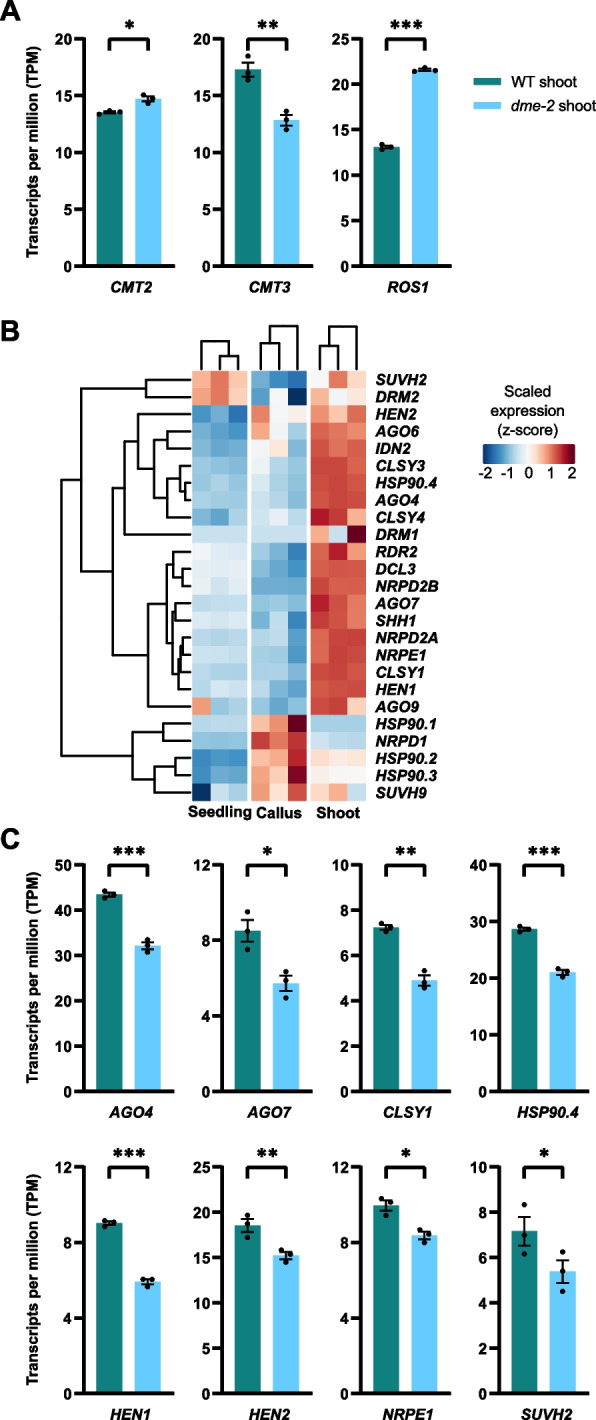
Activation of RdDM pathway during de novo shoot regeneration is inhibited in *dme-2* mutant. **A** Expression of DNA methyltransferase, *CMT2*, *CMT3*, and DNA demethylase *ROS1* in de novo shoots of WT and *dme-2*. Gene expression values are shown as TPM values from the RNA-seq data. **B** Heatmap representation of the expression pattern of genes involved in the RdDM pathway in WT seedlings, calli, and de novo shoots. Gene expression is shown as scaled TPM values from the RNA-seq data. **C** Expression of genes involved in the RdDM pathway in de novo shoots of WT and *dme-2*. (**A** and **C**) Data represent mean ± SEM of three biological replicates. Statistically significant differences were determined with DEseq2 (*p-value < 0.05, **p-value < 0.01, ***p-value < 0.001)

### Enhanced regeneration in *dme-2* mutant is associated with the misregulation of key genes

We previously uncovered that *dme-2* mutants exhibit accelerated callus formation and enhanced shoot regeneration [32], possibly due to local DNA methylation changes affecting critical DME target genes, as well as the global redistribution of DNA methylation. To understand the molecular details underlying the DME-regulated plant regeneration, we analyzed transcriptome data for callus formation and subsequent shoot regeneration in WT and *dme-2* mutant. In WT, differential expression analysis between each stage revealed dynamic gene expression, with 11,220 differentially expressed genes (DEGs) between original seedlings and callus, and 10,748 DEGs between callus and regenerated shoots (Additional file 2: Supplementary Dataset S1). 

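Between WT callus and WT shoot libraries, 11149 of 19616 tested genes passed the cut-off of the paper, 6307 of them higher and 4842 lower in shoots. When the adjusted p of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment replaced the unadjusted p at the same fold cut-off, 11125 genes passed. Without a fold cut-off, 16055 genes had an adjusted p under 0.05, of which 8514 were higher. Leaving out each of the 6 libraries in turn gave 10817 to 11601 genes at the cut-off. Requiring at least 10 counts in every library moved the number most, to 8040. With library size only as scaling, 11869 genes passed, and the share that was higher in shoots was 70.9% in place of 56.6%. The seedling libraries were not analysed here.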

Gene Ontology (GO) enrichment analysis showed that during callus reprogramming process, GO terms such as “callus formation” and “lateral root development” were enriched particularly in genes up-regulated during callus formation (Fig. 5A and Additional file 2: Supplementary Dataset S1). Meanwhile, during de novo shoot regeneration from callus, genes related to photosynthesis were activated (Fig. 5B), along with GO terms including “shoot system morphogenesis” and “cytokinin biosynthetic process” (Additional file 2: Supplementary Dataset S1).

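Photosynthesis genes were taken by their symbols as the genes of the photosystem subunits (PSA, PSB) and of the light-harvesting proteins (LHCA, LHCB), and GO annotation was not used here. This gave 33 loci, of which 32 had higher counts in WT shoots than in WT calli, with a mean log2 fold change of 5.86 (adjusted p = 3.13e-07 by fry) and values between 5.72 and 5.95 when a library was left out. *LHCB3* (ATLER-5G73270) was listed at 6.68, 6.33 and 7.51 TPM in calli and at 3378, 3453 and 3549 TPM in shoots, a log2 fold change of 8.49 (standard error 0.16, adjusted p = 3.62e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The largest rise was at ATLER-2G15300, 1 of 3 loci named *LHCB2.2*, with a log2 fold change of 9.62 (standard error 0.19), though reads could be split between such near-identical copies. The symbol rule also took in 3 loci named PSAT, whose RefSeq names in TAIR10.1 are not those of photosystem genes. Among them was the 1 locus that was lower, *PSAT2* (ATLER-4G64550), with a log2 fold change of −2.53 (standard error 0.22, adjusted p = 6e-06 by edgeR). Without these loci, a setting added after the values were seen, all 30 remaining loci were higher and the mean log2 fold change was 6.46. *PSAT2*, *LHCB3* and *LHCB2.2* were singled out after their values were seen.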

**Fig. 5:**
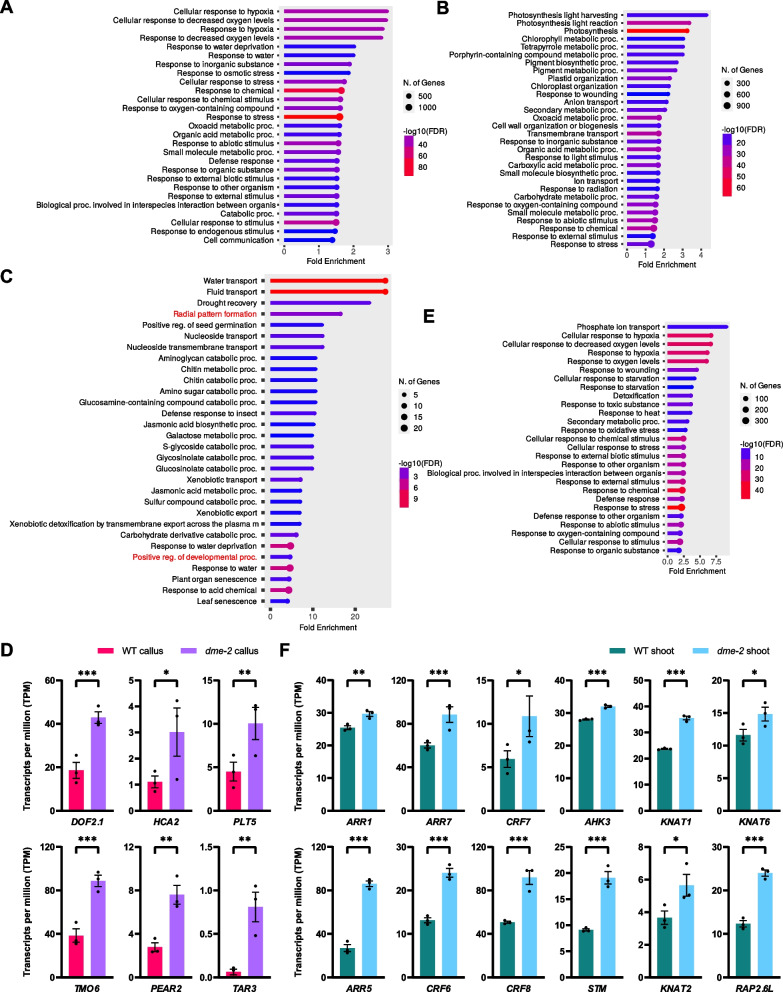
Expression of genes regulating callus formation and shoot regeneration are promoted in *dme-2* mutant. **A** Gene ontology (GO) terms enriched in genes up-regulated in calli relative to seedlings. **B** GO terms enriched in genes up-regulated in de novo shoots relative to calli. **C** GO terms enriched in genes up-regulated in *dme-2* callus relative to WT calli. **D** Expression of genes related to wound-induced tissue repair, callus formation, and pluripotency acquisition in RNA-seq of WT and *dme-2* calli. **E** GO terms enriched in genes up-regulated in *dme-2 *de novo shoots relative to WT de novo shoots. **F** Expression of genes related to cytokinin signaling, biosynthesis, and shoot stem cell maintenance in RNA-seq of WT and *dme-2 *de novo shoots. **D** and **F** Data represent mean ± SEM of three biological replicates. Statistically significant differences were determined with DEseq2 (*p-value < 0.05, **p-value < 0.01, ***p-value < 0.001)

However, the *dme-2* mutant exhibited significant changes throughout the regeneration process. 

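From the TPM values, 300 of 17029 tested genes passed the cut-off of the paper between *dme-2* and WT calli, 193 higher and 107 lower in *dme-2*. After Benjamini-Hochberg adjustment of limma's p-values, 24 genes had an adjusted p under 0.05, 9 higher and 15 lower, while 1373 had an unadjusted p under 0.05. Of the 300 genes, 232 are in the list of the paper, all with the same direction. Of the 394 genes of that list that were tested, all had the same direction and 22 an adjusted p under 0.05 by limma. By the paper's own adjusted p from DESeq2, 166 of its 518 genes are under 0.05 and 94 have no value, so the 22 depend on the test used here. A pseudocount of 0.1 in place of 1 gave 385 genes at the cut-off. By the count columns, in which those labelled *dme-2* callus do not follow their TPM columns, 10733 genes passed the cut-off, and 341 of them are in the paper's list, 191 with the same direction.

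Libraries of the 2 genotypes with the same replicate number did not deviate together. Their deviations from the group means had a mean correlation of −0.24 across genes. With the replicate number as a block, 289 genes passed the cut-off and 1 gene, *SDH3-2*, had an adjusted p under 0.05 by limma. With the most correlated of the other pairings (0.31) as the block, 333 genes passed the cut-off and 56 the adjusted p, a pairing chosen after the data had been seen. All 12 libraries in one fit, also chosen after the data had been seen, gave 325 genes at the cut-off. At the adjusted p, that fit gave 417 genes, 227 higher and 190 lower in *dme-2*. It pools the variance with shoot libraries, whose replicates varied less, so it can understate the error in calli. Leaving out each library in turn gave 288 to 477 genes at the cut-off and 1 to 9 at the adjusted p. *DME* had a log2 fold change of −1.53 (standard error 0.17, adjusted p = 0.0411 by limma, and 6.58e-05 to 0.436 over the alternatives, the highest with the block). Among genes with an adjusted p under 0.05, the largest falls were at *SDH3-2*, ATLER-5G16160 and AT5G05320, which lie 492, 200 and 81 loci from *DME* on the same chromosome. *SDH3-2* (ATLER-5G19310, 2 homologs in Col) was listed at 0 in all *dme-2* calli and at 194, 199 and 246 TPM in WT calli (adjusted p = 3.42e-06 by limma, and 0.00138 with the block, the highest of the alternatives, whose lowest was 1.58e-11). ATLER-5G16160 was listed at 0 against 7.48, 10.01 and 7.43 TPM (adjusted p = 0.00769 by limma, and 9.29e-07 to 0.191 over the alternatives, the highest with the block). For both of these loci, however, the count columns labelled *dme-2* callus hold 272 to 347 counts. AT5G05320 (ATLER-5G14900) had 4.85 ± 0.558 TPM in *dme-2* and 30.4 ± 2.04 TPM (SD, n = 3) in WT, a log2 fold change of −2.43 (standard error 0.14, adjusted p = 0.00497 by limma, and 2e-06 to 0.191 over the alternatives, the highest with the block).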

518 DEGs were identified between WT and *dme-2* calli (Additional file 3: Supplementary Dataset S2). 

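The largest rises in *dme-2* calli among genes with an adjusted p under 0.05 were at *UMAMIT22*, *BNS* and *PR2*. *UMAMIT22* (ATLER-1G57590) was listed at 10.4, 9.16 and 20.8 TPM in *dme-2* and at 0, 0 and 0.16 TPM in WT calli (adjusted p = 0.0217 by limma, and 7.41e-05 to 0.191 over the alternatives). *BNS* (ATLER-1G87160) was listed at 22.7, 6.61 and 7.93 TPM in *dme-2* and at 0 in all WT calli (adjusted p = 0.0493 by limma, 0.0211 to 0.341 over the alternatives). The WT callus count columns, however, hold 19, 42 and 22 counts for *BNS*, and those labelled *dme-2* callus hold 98, 79 and 98. *PR2* (ATLER-3G76710) had 112 ± 18.0 TPM (SD, n = 3) in *dme-2* and 24.3 ± 3.63 TPM in WT, a log2 fold change of 2.15 (standard error 0.17, adjusted p = 0.0165 by limma, 2.45e-05 to 0.191 over the alternatives). The count columns went the other way for *PR2*, with 129, 114 and 127 counts in those labelled *dme-2* callus and 258, 391 and 428 in WT calli, and for *UMAMIT22* they hold at most 2 counts. For all 3 genes the highest adjusted p came with the replicate number as a block, where same-numbered libraries correlated at −0.24. Over the whole list, 219 of the 260 genes that the paper reports as up-regulated were tested from TPM and higher in *dme-2* calli here. GO enrichment was not repeated, since no GO annotation was used here.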

Among the 260 genes up-regulated in *dme-2* calli, we found the enriched GO terms "root radial pattern formation" and "positive regulation of developmental process", which could potentially be involved in the processes of cellular reprogramming and the formation of root-stem-like callus in *dme-2* mutants (Fig. 5C). 

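The DOF transcription factor genes were compared from TPM. *DOF2.1* (ATLER-2G46840) had 42.9 ± 4.68 TPM (SD, n = 3) in *dme-2* calli and 18.6 ± 6.36 TPM in WT calli, a log2 fold change of 1.21 (standard error 0.24). *TMO6* (ATLER-5G79930) had 88.7 ± 9.15 against 38.5 ± 10.6 TPM, a log2 fold change of 1.21 (standard error 0.20). *PEAR2* (ATLER-5G11640), which lies 228 loci from *DME*, had 7.61 ± 1.51 against 2.78 ± 0.702 TPM, a log2 fold change of 1.19 (standard error 0.22). For each of these genes, all 3 *dme-2* libraries lay above all 3 WT libraries, which chance gives for 10% of genes in either direction. *HCA2* (ATLER-5G82910) had 3.02 ± 1.60 against 1.11 ± 0.392 TPM with overlapping libraries, a log2 fold change of 0.85 (standard error 0.37), below the cut-off of 1. Corrected over all genes, limma's adjusted p was 0.171 for *DOF2.1*, 0.113 for *TMO6*, 0.146 for *PEAR2* and 0.635 for *HCA2*, so none of the 4 passed the correction. The unadjusted p was 0.00146, 0.000511, 0.000935 and 0.0559. A fit of all 12 libraries pools the variance with the less variable shoots and can understate the error in calli. In it, limma's adjusted p was 0.00818 for *DOF2.1*, 0.00334 for *TMO6* and 0.00553 for *PEAR2*, which are the lowest values over the alternatives. The highest came with the replicate number as a block (correlation −0.24) and were 0.612, 0.436 and 0.524, while *HCA2* had 0.975 with the block and up to 1 with a library left out.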

DNA BINDING WITH ONE FINGER (DOF) transcription factor genes such as *DOF2.1*, *HIGH CAMBIAL ACTIVITY2* (*HCA2*), *TARGET OF MONOPTEROS6* (*TMO6*) and *PHLOEM EARLY DOF2* (*PEAR2*), which are known to play crucial roles in tissue repair in response to wounding and callus formation [44], were up-regulated in *dme-2* (Fig. 5D). Furthermore, genes essential for pluripotency acquisition, *TRYPTOPHAN AMINOTRANSFERASE RELATED3* (*TAR3*) and *PLT5*, were also up-regulated in *dme-2* calli (Fig. 5D), accounting for enhanced callus proliferation and pluripotency acquisition.

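*PLT5* (ATLER-5G76820) had 10.0 ± 3.22 TPM (SD, n = 3) in *dme-2* calli and 4.51 ± 1.88 TPM in WT calli, with overlapping libraries. Its log2 fold change was 1.01 (standard error 0.33). By limma the unadjusted p was 0.0188 and the adjusted p 0.48, which did not pass the correction, and over the alternatives the adjusted p ranged from 0.075 to 0.992, the highest with the replicate number as a block (correlation −0.24). *TAR3* was listed at 0.48, 0.90 and 1.05 TPM in *dme-2* calli and at 0.08, 0 and 0.11 TPM in WT calli, below the mean of 1 TPM that the test required. All 3 *dme-2* values lay above the WT values, for which an exact permutation test of 3 against 3 libraries cannot give a p below 0.1. In the counts, *TAR3* had 1, 0 and 2 counts in WT calli. Over the 5 genes of Fig. 5D that were tested, all were higher in *dme-2* and 0 had an adjusted p under 0.05 when corrected over all genes, while 4 had an unadjusted p under 0.05. Corrected over the list alone, which is made of the paper's own calls on these data and so shows no stability, 4 genes passed, all but *HCA2*.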

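In de novo shoots, 1353 of 19114 tested genes passed the cut-off of the paper by edgeR between *dme-2* and WT, 887 higher and 466 lower in *dme-2*. Without a fold cut-off, 10093 genes had an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1346 genes passed both this threshold and the fold cut-off. Of the 1353 genes, 1153 are in the list of the paper, all with the same direction. Leaving out each library in turn gave 1415 to 1485 genes at the cut-off, and limma on log2(TPM + 1), the test used for calli, gave 890. The lowest number was 761, with limma on log2(CPM + 1), and the fit over 9 libraries gave 5437 genes at the adjusted p, both settings added after the data had been seen. The difference between the stages was tested itself by the interaction of genotype and stage. From TPM, 2060 genes had an adjusted p under 0.05 for it by limma. Of 32 arrangements of the libraries, 3 gave as many genes, the real one included. The arrangements do not isolate the interaction, so whether this number arose by chance is not decided. *DME* had a log2 fold change of −1.26 in shoots (standard error 0.05, adjusted p = 8.17e-16 by edgeR).

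By fitted log2 fold change, the largest rises in *dme-2* shoots among genes with an adjusted p under 0.05 were at ATLER-2G60100, *PP2-B6* and *BHLH92*. Those of ATLER-2G60100 and *PP2-B6* are fitted against 0 counts in WT shoots, so their place above *BHLH92* is not settled. ATLER-2G60100, whose homologs in Col are AT2G45403 and AT4G11543, had 19, 26 and 22 counts in *dme-2* and 0 in all WT shoots, so it was at least 6.90-fold higher (adjusted p = 5.64e-07 by edgeR), while its TPM was listed at 0 in all of these libraries. *PP2-B6* (ATLER-2G11700) had 12, 18 and 16 counts against 0 and was at least 4.75-fold higher (adjusted p = 7.92e-06 by edgeR). *BHLH92* (ATLER-5G61160) had 183, 172 and 178 counts against 1, 2 and 9, a log2 fold change of 5.35 (standard error 0.29, adjusted p = 9.06e-14 by edgeR). By the same ranking, the largest falls were at ATLER-1G59020, ATLER-5G32820 and AT3G44713 (ATLER-1G60170), which had 0 counts in all *dme-2* shoots. In WT shoots they had 50, 50 and 62 counts, 45, 53 and 63 counts, and 31, 33 and 46 counts, so they were at least 19.5-fold, 19.3-fold and 13.1-fold lower (adjusted p = 2.36e-10, 2.97e-10 and 6.27e-09 by edgeR). Values fitted against 0 counts do not settle this order. *SDH3-2* had 234 to 308 counts in WT shoots and 1 to 4 in *dme-2* shoots, and ATLER-5G16160 had 179 to 211 and 0 to 3. The genes ranked first are therefore not shown to have fallen most.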

The number of DEGs between WT and *dme-2* increased in de novo shoots (1,459 DEGs) compared to that in calli (Additional file 3: Supplementary Dataset S2). 

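Hypoxia genes were examined as a fixed list of 12 widely used *Arabidopsis* low-oxygen response genes, of which 11 were paired with a L*er* locus and *PGB1* was not. In *dme-2* shoots relative to WT shoots, their mean log2 fold change was 0.62 (adjusted p = 5.52e-06 by fry). It stayed between 0.60 and 0.65 with a library left out. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 7 genes were higher and 2 lower at an adjusted p under 0.05, and correction over the list alone gave the same 9 calls. *ADH1* (ATLER-1G91480) rose from 170 ± 6.20 to 264 ± 2.54 TPM (SD, n = 3), a log2 fold change of 0.68 (standard error 0.04, adjusted p = 2.38e-12 by edgeR). The 4 genes past the cut-off of 1 were *PDC1* (ATLER-4G61690; log2 fold change 1.46, standard error 0.04), *SUS4* (1.37, standard error 0.05), *SUS1* (1.07, standard error 0.05) and *ETR2* (1.06, standard error 0.05). *PDC1* has 4 homologs in Col, and *SUS1* and *SUS4* have 2 each, so reads of these genes could be split between copies. The lower genes were *LBD41*, at −0.33 (standard error 0.05, adjusted p = 5.3e-06 by edgeR, and 8.78e-09 to 0.0764 over the alternatives), and *PCO1*, at −0.28 (standard error 0.07, adjusted p = 0.00208 by edgeR, and 0.000621 to 0.17 over the alternatives). The fit over 9 libraries gave the highest of these values, and in it *HRE2*, 1 of the 7 higher genes, lost its call as well (adjusted p = 0.0608 by edgeR, and 2.23e-06 to 0.0608 over the alternatives). The genes given one by one were chosen from the list after their values were seen. In calli, from TPM, the mean log2 fold change of the 11 genes was 0.07 (adjusted p = 0.699 by fry over 3 set tests from TPM). With the replicate number as a block, across which callus libraries correlated at −0.24, the adjusted p was 0.816. The difference of the set between the stages was not tested.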

GO terms related to hypoxia were enriched in genes up-regulated in *dme-2 *de novo shoots (Fig. 5E), which suggests increased cell proliferation, consistent with the enhanced cell division in endosperm [31] or stomata precursor cells [32] observed in *dme-2* mutants. 

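Of the cytokinin signaling genes, *ARR5* (ATLER-3G66510) changed most in de novo shoots, from 27.0 ± 5.57 TPM (SD, n = 3) in WT to 86.1 ± 4.43 TPM in *dme-2*, a log2 fold change of 1.60 (standard error 0.08, adjusted p = 9.81e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This locus has 2 homologs in Col, so reads could be split between copies. *ARR7* (ATLER-1G30340) had a log2 fold change of 0.51 (standard error 0.08, adjusted p = 3.8e-06 by edgeR). The cytokinin response factors *CRF6*, *CRF7* and *CRF8* had log2 fold changes of 0.83, 0.72 and 0.73 (standard errors 0.09, 0.22 and 0.07). *AHK3* (ATLER-1G38490) changed least, from 28.0 ± 0.281 to 32.0 ± 0.506 TPM, a log2 fold change of 0.21 (standard error 0.05, adjusted p = 0.000541 by edgeR). *ARR1* followed at 0.23 (standard error 0.06, adjusted p = 0.00249 by edgeR). For each of these 7 genes, all 3 *dme-2* libraries lay above all 3 WT libraries, a separation that chance gives for 10% of genes in either direction. The calls for *AHK3* and *ARR1* were lost in the fits over 12 libraries (adjusted p = 0.174 and 0.137 by edgeR) and over 9 libraries (0.236 and 0.195), the latter added after the data had been seen. Over the alternatives, the adjusted p was 0.0003 to 0.236 for *AHK3* and 0.00114 to 0.195 for *ARR1*. For *CRF7*, the adjusted p ranged from 0.00215 to 0.0862.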

Cytokinin signaling components, including *ARABIDOPSIS HISTIDINE KINASE3* (*AHK3*), *ARR1*, *ARR5*, and *ARR7*, *CYTOKININ RESPONSE FACTOR6* (*CRF6*), *CRF7*, and *CRF8* [45], were up-regulated in *dme-2* shoots (Fig. 5F). Furthermore, Class I KNOTTED1-like homeobox (KNOXI) genes, *SHOOT MERISTEMLESS* (*STM*), *KNOTTED-LIKE FROM ARABIDOPSIS THALIANA1* (*KNAT1*), *KNAT2* and *KNAT6*, which play a key role in stem cell maintenance and cytokinin biosynthesis [46–48], were also up-regulated in *dme-2 *de novo shoots (Fig. 5F). These observations indicate that *dme* mutation enhances callus induction, pluripotency acquisition, and the shoot regeneration processes (Additional file 1: Fig. S7), likely due to altered gene expression regulated by DME, both directly and indirectly.

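*STM* (ATLER-1G75270) had 19.1 ± 2.08 TPM (SD, n = 3) in *dme-2* shoots and 9.11 ± 0.384 TPM in WT shoots, a log2 fold change of 1.05 (standard error 0.10, adjusted p = 4.17e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *KNAT1* (ATLER-4G31410) had 35.5 ± 1.19 against 23.7 ± 0.350 TPM, a log2 fold change of 0.56 (standard error 0.07, adjusted p = 2.2e-07 by edgeR). *KNAT2* had a log2 fold change of 0.58 (standard error 0.15, adjusted p = 0.00275 by edgeR, and 0.00129 to 0.06 over the alternatives). *KNAT6* had one of 0.49 (standard error 0.09, adjusted p = 0.000102 by edgeR, 2.88e-06 to 0.0877 over the alternatives), with overlapping TPM values. *RAP2.6L* (ATLER-5G23020), which Fig. 5F also shows, had a log2 fold change of 0.99 (standard error 0.12).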

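Over the 12 genes of Fig. 5F, all had an adjusted p under 0.05, over all genes as well as over the list alone, which is made of the paper's own calls. Only *ARR5* and *STM* passed the cut-off of 1. The mean log2 fold change of the 12 genes was 0.71 (adjusted p = 2.3e-05 by fry), and 0.68 to 0.74 with a library left out. Since the paper called these genes from the same libraries, this set test gives no independent evidence. From the changes in calli and in shoots, the paper concludes that the *dme* mutation enhances callus induction, pluripotency acquisition and shoot regeneration, and proposes gene expression altered by DME, directly and indirectly, as the reason.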

## Discussion

The two-step plant regeneration process involves somatic cell reprogramming and tissue identity transition, and requires dynamic alterations in epigenetic landscape, including DNA methylation. Although studies suggest a linkage of DNA methylation and plant regeneration [49–52], it is elusive how dynamic DNA methylation is regulated throughout the entire tissue culture process. Our analyses confirm that during callus formation, pericentromeric TE regions experience hypomethylation primarily in the CHH context, with a lesser degree in the CG context, alongside CG redistribution within genic regions, which might play a crucial role in the transition to a reprogrammed state. During shoot regeneration, pericentromeric TE regions undergo massive methylation across all cytosine contexts, along with more dynamic redistribution in the genic CG methylation compared to what occurs during callus formation. These epigenetic changes might be a hallmark critical for the transition from reprogrammed to differentiated state.

Due to the technical challenges in obtaining a global methylome from the egg cell, zygote, and embryo immediately after fertilization, the dynamics of CHH methylation remain speculative. However, the observed CHH methylation changes during plant regeneration seem to share some similarities with CG methylation erasure and resetting in the mammalian life cycle, albeit to a lesser extent [53, 54]. Similarly, lower CHH levels are observed in early globular embryos, with a gradual increase in CHH methylation during *Arabidopsis* embryogenesis [37–41]. Therefore, plant regeneration and embryogenesis share not only common phenotypic development engaging pluripotency but also epigenetic reconfiguration. As the dynamic erasure and resetting of CG methylation during the life cycle is critical for successful mammalian gamete formation and embryogenesis, it has long been thought that a similar phenomenon could be observed in plants. Although the average CG methylation levels are significantly higher than non-CG methylation and appear to be important for gene and TE regulation in plants as in animals, the average CG methylation levels stay relatively constant. Instead, the CHH methylation levels exhibit a similar wave of erasure and reestablishment [37–41]. Therefore, it is plausible to suggest that the global CHH methylation changes in pericentromeric regions might be important epigenetic processes during cell fate transitions. Epigenetic reprogramming during callus formation may contribute to acquiring cellular competence for de novoorganogenesis, while the reestablishment of DNA methylation may help shape specific tissue identity.

DME plays a pivotal role in the global resetting of DNA methylation during de novo shoot regeneration. Considering that DME is a demethylase acting in all cytosine contexts [28], it was unexpected to observe global hypomethylation, especially in the pericentromeric regions in *dme-2* mutants. Our data suggest that increased ROS1 demethylase activity, as well as an inefficient RdDM pathway including DRM1/2, might be the reasons for this. Pericentromeric hypomethylation in *dme-2* mutants represents a more reprogrammed state compared to WT during regeneration process, thereby generating more callus and shoots, in addition to enhancing expression of the core regulators of pluripotency acquisition and shoot meristem development. Consistent with this, *drm1/2* mutants showed increased callus formation upon CIM induction compared to WT [55]*.* Given the interplay between ROS1 and RdDM activity in maintaining proper DNA methylation levels [56, 57], it is plausible that DME may contribute to ROS1-RdDM activity during sporophytic development. This hypothesis is supported by observations that *dme* mutants exhibit upregulation of *ROS1* expression and downregulation of key RdDM genes, although the molecular mechanism remains unknown. DNA methylation and demethylation are intimately balanced though their coordinated feedback regulation to maintain the overall DNA methylation levels in plants. It is currently elusive how DNA methylation is reprogrammed during callus formation. It might be driven by active cell proliferation as well as reduction in small RNA population. Future studies will unravel the molecular details of DNA methylation erasure and its linkage to DME-mediated DNA methylation resetting.

Taken together, it is noteworthy that DNA methylation reconfiguration is important for cellular pluripotency and differentiation in the course of plant regeneration. Global DNA hypomethylation during callus formation might lead to TE activation, which can induce unpredictable, massive changes in genome structures during in vitro tissue culture [58]. Our findings demonstrate that DME-induced RdDM activation is a crucial genetic and epigenetic program that might safeguard genome stability, minimizing genome destruction during plant tissue culture.

## Conclusion

Plant cells are capable of acquiring pluripotency and regenerating. In this study, we demonstrate that global reconfiguration of DNA methylation, accompanied by transcriptome changes, occurs during the two-step plant regeneration process. During callus formation, substantial CG and extensive CHH hypomethylation occur in pericentromeric regions, establishing cellular competence for regeneration. Upon de novo shoot regeneration from callus, pericentromeric methylation levels significantly increase across all cytosine contexts, likely driven by the RdDM pathway. The DME demethylase plays crucial roles in global redistribution of CG methylation, as well as in maintaining non-CG methylation in pericentromeric regions during shoot regeneration. DME is essential for the RdDM process, as the *dme-2* mutant exhibits significant non-CG hypomethylation with low RdDM activity, resulting in a more pluripotent state that produces more callus and regenerated shoots. In addition to pericentromeric DNA methylation, CG methylation is extensively reconfigured across genic regions throughout the regeneration process, with DME regulating key genes involved in pluripotency establishment and de novo organogenesis, thereby contributing to efficient somatic cell reprogramming. Our study reveals dynamic changes in the epigenetic landscape during somatic cell reprogramming and subsequent regeneration into new cell fates. It also highlights the dual epigenetic role of DME in cell reprogramming: reconfiguration of genic CG methylation and global resetting of pericentromeric non-CG methylation.

## Methods and materials

### Plant materials and growth conditions

The L*er* ecotype *Arabidopsis thaliana* WT and *dme-2* mutant [31] were utilized for plant regeneration in this study. Seeds were germinated on MS medium [59] and plants were grown in a controlled environment room with a long-day photoperiod (16 h light, 8 h dark) at 22 °C under cool white fluorescent light (100 $$\upmu$$mol/m^2^/s).

The true leaves of seedlings at 14 days after germination (DAG14) were used as explants for callus induction. Callus was induced on CIM (MS medium supplemented with 0.5 μg/ml 2,4-dichlorophenoxyacetic acid [2,4-D] and 0.05 μg/ml kinetin) at 22 °C under continuous dark conditions for 7 days. The callus at day 7 (DAC7) was then transferred to SIM (MS medium supplemented with 0.9 μmol/l 3-indoleacetic acid, 2.5 μmol/l 2-isopentenyl adenine) and cultured for up to 2 weeks at 22 °C under long-day conditions to induce de novo shoot.

### Sample preparation for WGBS and transcriptome

All samples were rapidly frozen using liquid nitrogen and stored at -80 °C. Four biological replicates of leaf explant and de novo shoot, and three replicates of callus were prepared for WGBS. For all RNA analyses, we employed three biological replicates. DNA preparation followed the protocol outlined by Allen et al. (2006) [60]. The Pico Methyl-Seq Library Prep Kit from Zymo Research (U.S.) was used for constructing the DNA methylome, and sequencing was conducted on the HiSeqXten platform from Macrogen (Korea). For RNA extraction and transcriptome construction, Total RNA Qiagen RNeasy Kit (Qiagen, Germany) and the TruSeq stranded mRNA Kit (Illumina, U.S.) were used. Sequencing for the transcriptome was carried out using the NovaSeq 6000 platform from Macrogen (Korea).

### WGBS data processing

All sequencing procedures for WGBS were performed using the HiSeqXten platform (Macrogen, Korea). Paired-end reads of 150 bp were generated from WGBS, and all reads were trimmed (10 bp from the 5’ end and 5 bp from the 3’ end) using Trim Galore. Low-quality and short reads (< 40 bp) were then removed using Trimmomatic.

Reads were aligned to the *Arabidopsis* L*er* genome [61] (accession number GCA_900660825) using hisat2 with Bismark under the option -hisat2 -local. PCR duplicates were removed, and methylation levels were extracted using the Bismark toolset. We used 50 bp windowed average satisfying at least three cytosines with a minimum of five aligned reads in each sample. Methylation levels were calculated by dividing the counts of methylated cytosines by the total counts of cytosines at each cytosine site, and then averaged within each window. To assess the CT conversion ratio, we utilized the plastid sequence from the TAIR10 genome since there is no plastid sequence available for the L*er* genome constructed by Goel et al. (2019) [61]. Information about the methylome libraries is in Additional file 4: Table S1.

### Identification of differentially methylated region

The R package called methylKit [62] was utilized for the identification of stage DMR and dme DMR. We calculated the average and standard deviation of the difference in methylation levels for each 50 bp window. If the difference of methylation level exceeded one standard deviation within each window and the q-value was below 0.05, we classified the window as a DMR (Additional file 5: Supplementary Dataset S3).

### RNA-seq analysis

Reads were mapped to the *Arabidopsis* L*er* genome [61] (accession number GCA_900660825) using STAR (v2.7.10a) with “–pOverlapNbasesMin 12 –peOverlapMMp 0.1 –twopassMode Basic” options [63], and RSEM (v1.3.1) was used to quantify transcript abundance [64]. DESeq2 (v1.34.0) was used to identify DEGs with a cut-off of log2(fold-change) > 1 or < -1 and *p*-value < 0.05 (Additional file 2: Supplementary Dataset S1 and Additional file 3: Supplementary Dataset S2) [65]. ShinyGO (v0.80) was used to perform GO enrichment analysis of the DEGs [66]. In order to perform RNA-seq analysis of L*er* and *dme-2* seedlings, raw data generated by Kim et al. (2021) [32] were downloaded from the Gene Expression Omnibus under GSE164217.

### RT-qPCR

cDNA synthesis was carried out using the QuantiTect Reverse Transcription kit (Qiagen, Germany) following the manufacturer’s instructions. Real-time qPCR was performed with the SsoAdvanced Universal SYBR Green Supermix (Bio-Rad, U.S.) and the indicated primers listed in Additional file 1: Table S2.

## Supplementary Information

Additional file 1. Figure S1 – S7, Table S2.

Additional file 2. Supplementary Dataset S1.

Additional file 3. Supplementary Dataset S2.

Additional file 4. Table S1.

Additional file 5. Supplementary Dataset S3.

## Data Availability

The data supporting the findings of this study are available within the article and its additional files. All sequencing data, raw and processed files, have been submitted to the Sequence Read Archive (http://www.ncbi.nlm.nih.gov/sra) and Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo) at NCBI and are publicly available as of the date of publication under PRJNA1122321 and GSE269609.

# Supplementary material for: DEMETER DNA demethylase reshapes the global DNA methylation landscape and controls cell identity transition during plant regeneration
**Source:** BMC Genomics. 2024 Dec 23;25:1234. doi: 10.1186/s12864-024-11144-x
**Supplement:** Supplementary file 1 — Additional file 1. Figure S1 – S7, Table S2.

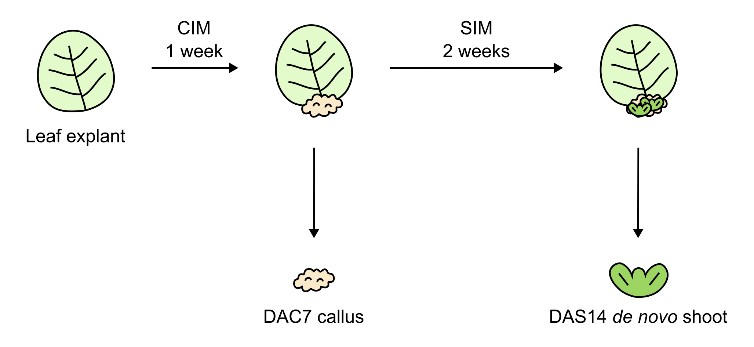

**Fig. S1** Schematic diagram of the two-step regeneration process used in this study.

*Arabidopsis* leaf explants (14 days after germination) of L*er* WT and *dme-2* mutant were used to induce callus on callus-inducing media (CIM) for 7 days. Subsequently, the calli were transferred to shoot-inducing media (SIM) to promote the regeneration of *de novo* shoots. 14 DAG Leaf explants, DAC7 callus, and DAS14 *de novo* shoots were used in this study.

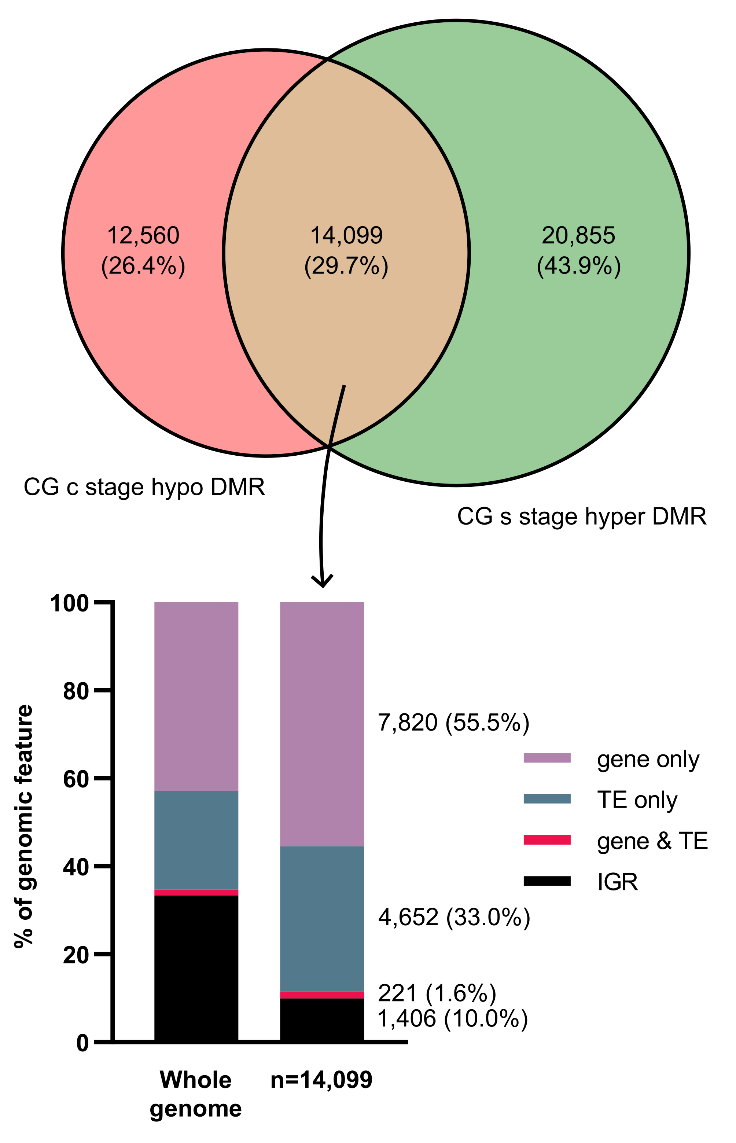

**Fig. S2** Composition of overlapping CG stage DMRs during two-step plant regeneration.

The intersection between CG methylation patterns is represented by a Venn diagram, where CG hypomethylated DMRs during leaf-to-callus transition (CG c stage hypo DMRs; pink circle, 26,659 regions) are compared with CG hypermethylated DMRs during callus-to-shoot development (CG s stage hyper DMRs; green circle, 34,954 regions). A substantial proportion (14,099 regions; 29.7%) of DMRs is shared between these DMRs. The bar graph below depicts the genomic feature composition of these overlapping regions compared to the whole genome distribution. Within the 14,099 overlapping DMRs, genic regions were predominant (7,820; 55.5%), followed by transposable elements (TEs; 4,652; 33.0%), intergenic regions (IGR; 1,406; 10.0%), and gene and TE overlapping regions (221; 1.6%).

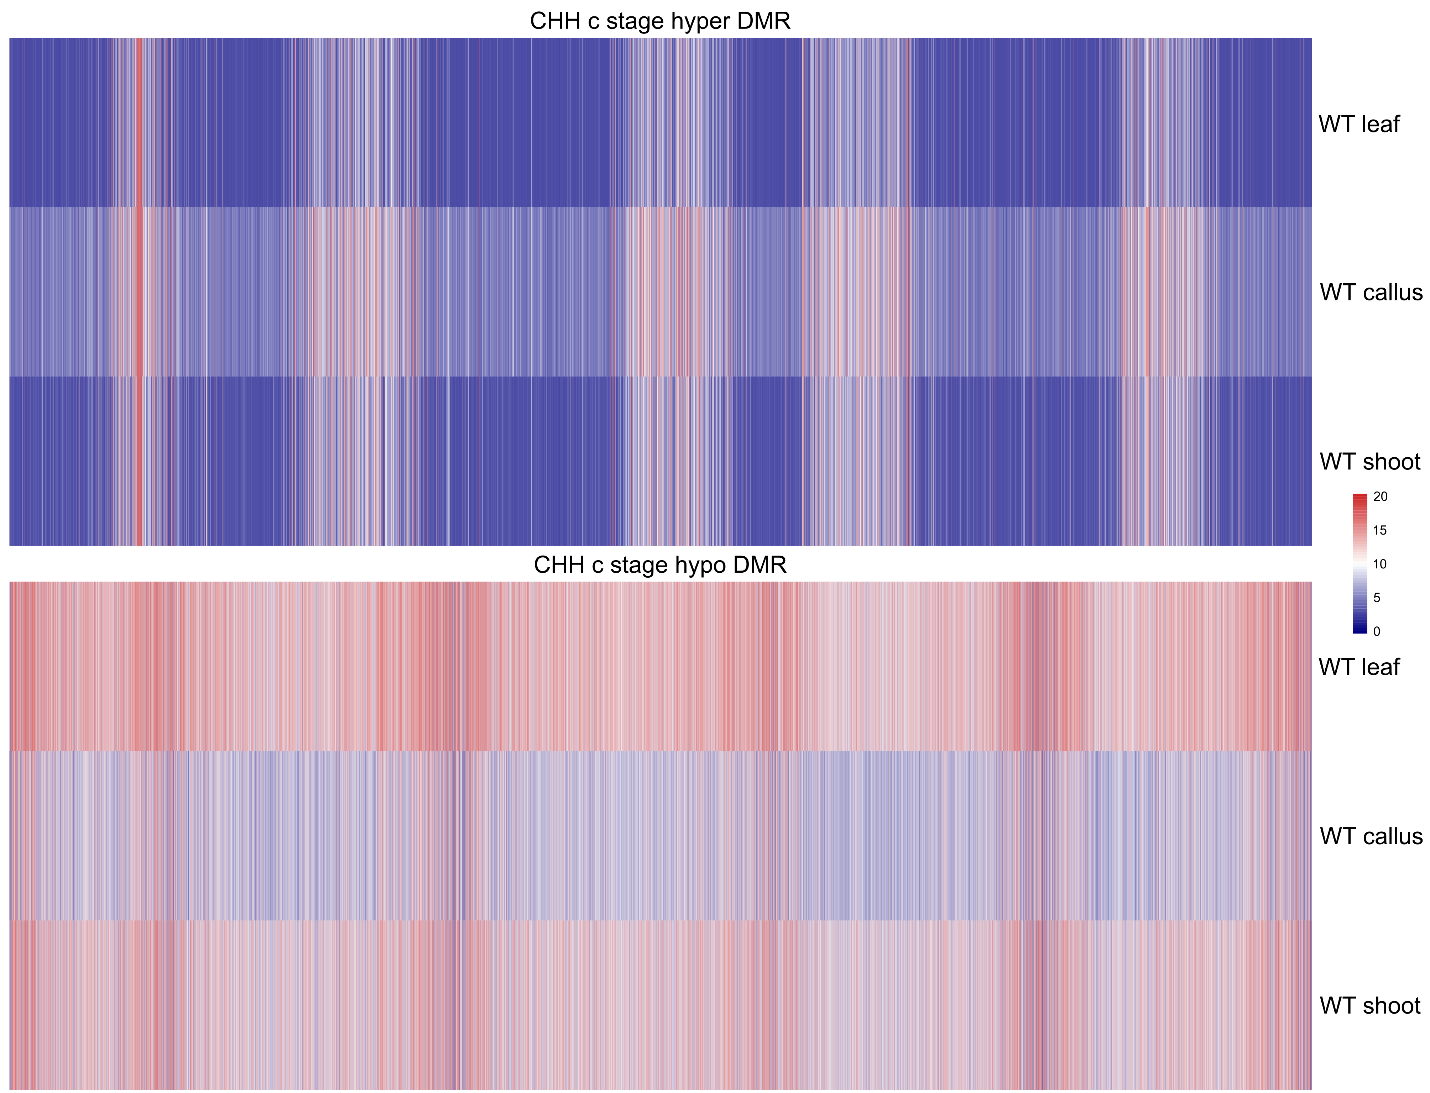

**Fig. S3** Heatmap of CHH c stage DMRs across different stages during plant regeneration.

The methylation patterns in leaf-to-callus CHH DMRs (CHH c stage DMRs) were analyzed across three developmental stages: WT leaf explants, callus, and *de novo* shoots. Color scale represents methylation levels from 0 (blue) to 20 (red). Notably, the methylation signatures in leaf explants display stronger similarity to regenerated shoots compared to intermediate callus tissue, suggesting the dynamic reversals in CHH methylation during the regeneration process. Upper panel shows hyper DMRs while lower panel represents hypo DMRs.

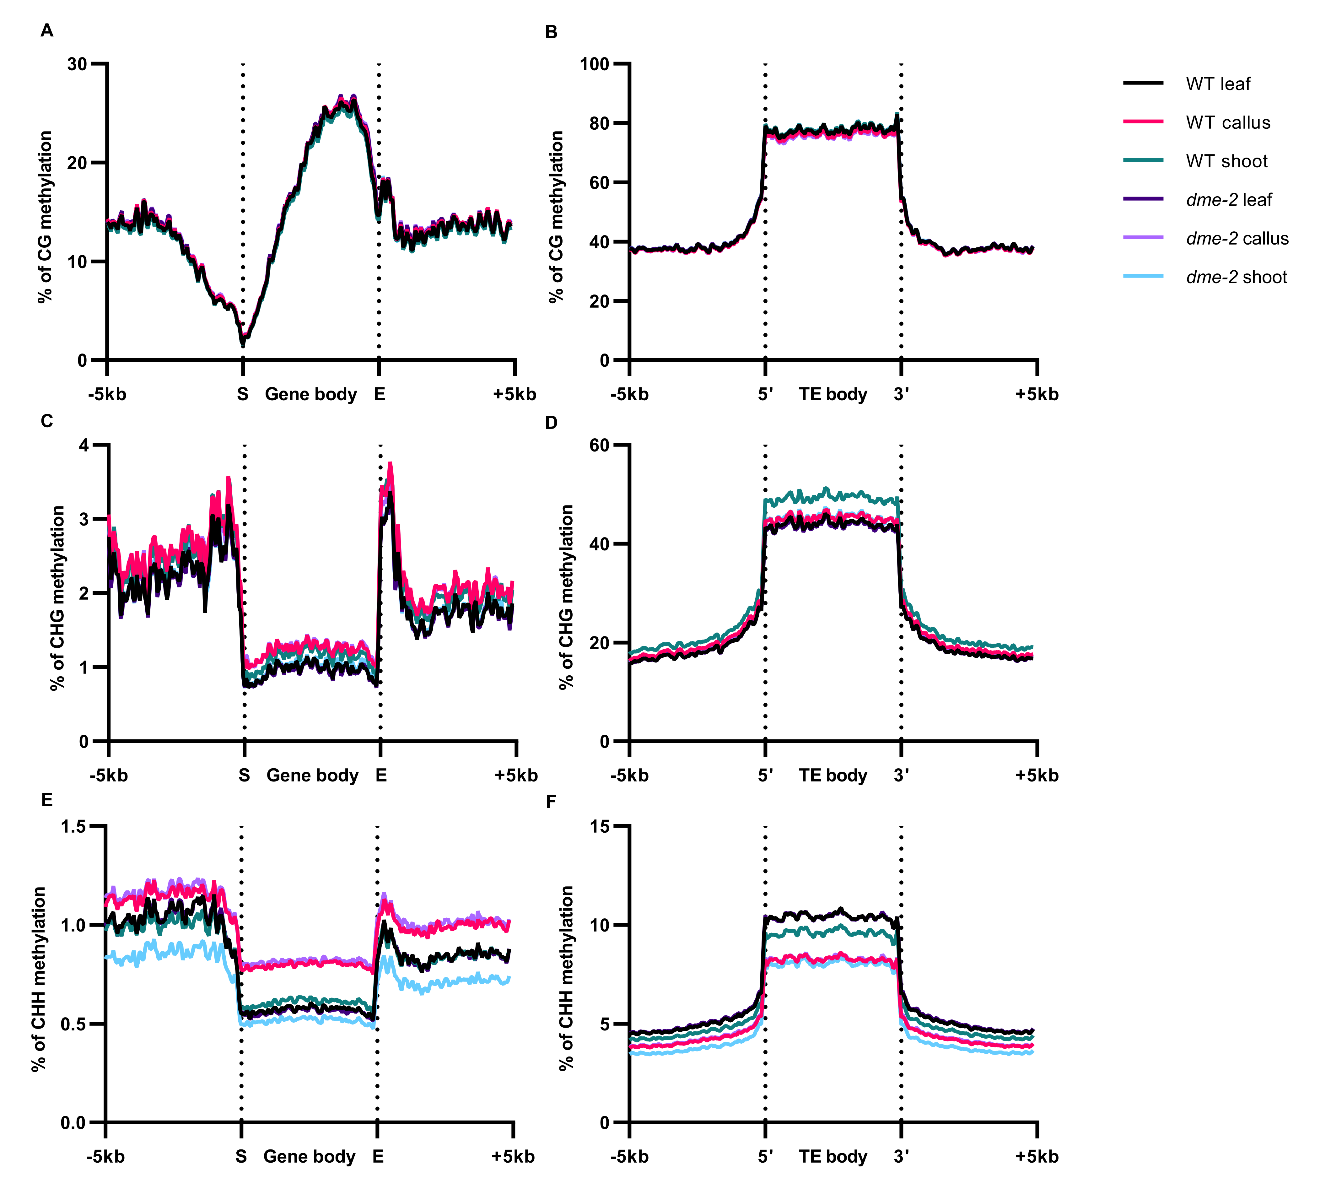

**Fig. S4** The average DNA methylation levels of genes, TEs, and their surrounding regions at each stage of regeneration in WT and *dme-2* mutants.

The average DNA methylation levels of genes, TEs, and their 5’ and 3’ surrounding regions were analyzed for each cytosine context in leaves, calli, and *de novo* shoots of WT and *dme-2* mutants.

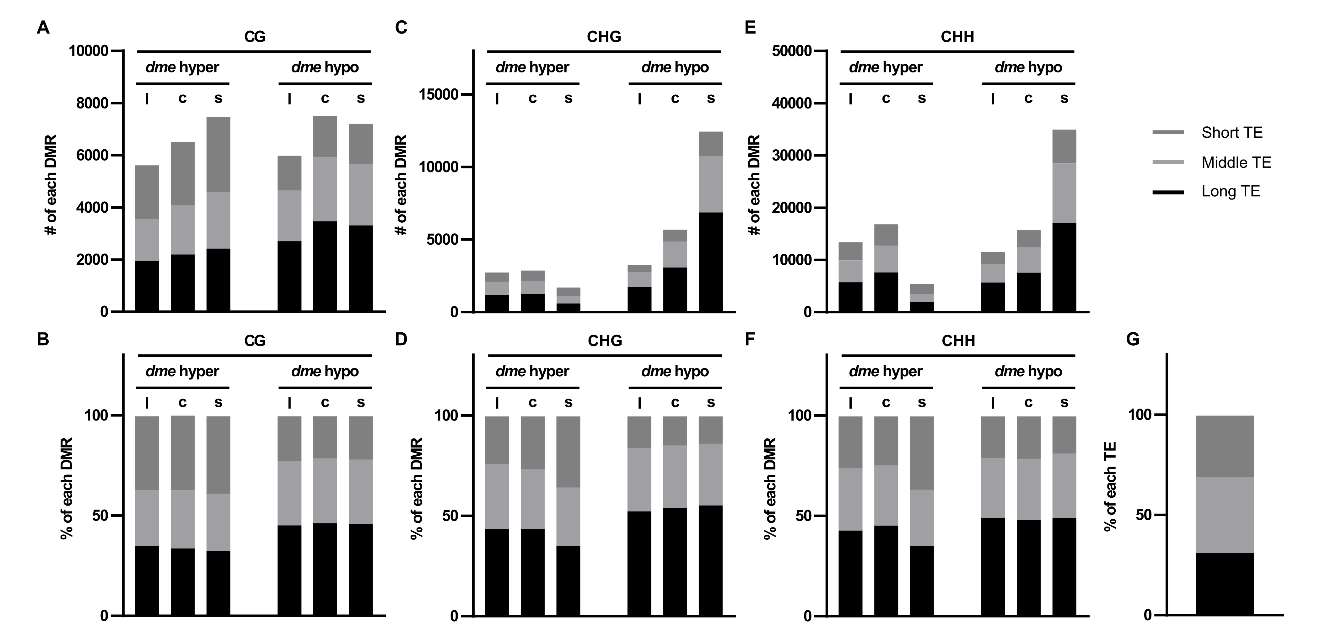

**Fig. S5** The composition of each *dme-2* DMR based on TE length.

TEs shorter than 500bp are classified as short TEs, while TEs longer than 2000bp are classified as long TEs. TEs with lengths between 500bp and 2000bp are classified as middle TEs. The number of each *dme-2* DMR based on TE length is counted (**A**, **C**, **E**), and their ratios are also calculated (**B**, **D**, **F**) in CG, CHG, and CHH contexts. **G**, The proportions of short, middle, and long TEs were calculated among all TEs in the *Arabidopsis* genome for a reference.

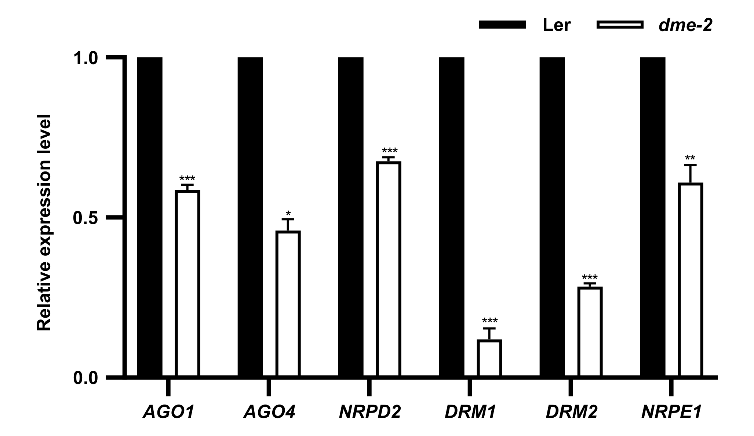

**Fig. S6** Expression levels of a few key RdDM genes in *de novo* shoots.

The relative expression levels of RdDM related genes in *de novo* shoot (DAS14) detected by real time qPCR. 

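Real-time qPCR measures the amount of a chosen transcript by following its amplification in each cycle. The plotted value is the amount in *dme-2* shoots divided by that in WT shoots, so equal expression gives a value of 1 and lower expression in *dme-2* a value below it. The qPCR measurements were not analysed here.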

The vertical axis shows the relative gene expression levels as the means SE (n = 3) relative to wild-type. Statistical significance was assessed using Student’s t-test (**p*-value <0.05, ***p*-value <0.01, ****p*-value <0.001).

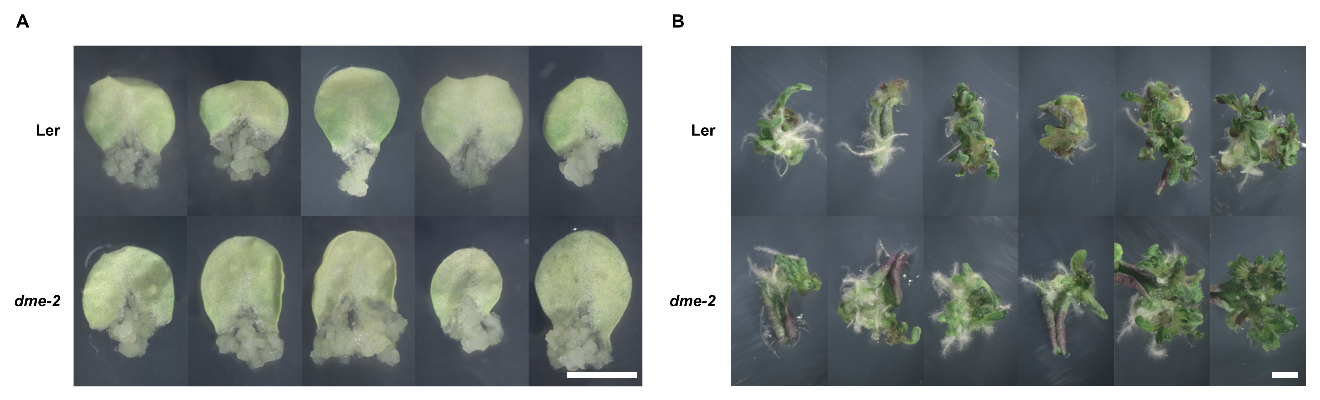

**Fig. S7** Callus and *de novo* shoot formation are enhanced in *dme-2* mutant.

**A**, Leaf explants incubated 14 days in CIM produced more calli in *dme-2* mutants. **B**, More *de novo* shoots were regenerated in *dme-2* mutant. Calli were transferred to SIM and incubated for 14 days and compared between WT and *dme-2* mutants.

**Table S2. Primers used in real-time qPCR.**

| **Primer name** | **Sequence** |
| --- | --- |
| ACT2-F | 5’-CCTTTAACTCTCCCGCTATGT-3’ |
| ACT2-R | 5’-GTAAGGTCACGTCCAGCAAG-3’ |
| AGO1-F | 5’-TCAAGCCCATCTATTGCTGC-3’ |
| AGO1-R | 5’-ATCATGCCACCAGTCACCAC-3’ |
| AGO4-F | 5’-TGGATGGTAAAGAGTTTGCT-3’ |
| AGO4-R | 5’-CCATCACTTGGACTTTCATT-3’ |
| NRPD2-F | 5’-GATGCTAGATATCCGCACCCC-3’ |
| NRPD2-R | 5’-CAGCTCTTCCATTCCACAAGC-3’ |
| DRM1-F | 5’-TAGAGCAATTGAAGAAACCGC-3’ |
| DRM1-R | 5’-CATTCGTGATCTCTCCCACATCT-3’ |
| DRM2-F | 5’-AAAATGTGGATATTGCAGAG-3’ |
| DRM2-R | 5’-TCCTATCATTGGATTTGGTA-3’ |
| NRPE1-F | 5’-CATCCGTCTGCGTACCCTG-3’ |
| NRPE1-R | 5’-TCAACCGTGATGAAGTCAACG-3’ |

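The primer sequences were matched to the TAIR10.1 genome, which is from the Col accession and not from L*er*, and the matches below are exact over the whole primer. The reference gene *ACT2* is amplified between its forward primer (CCTTTAACTCTCCCGCTATGT, chromosome 3, 6475917 to 6475937) and its reverse primer (GTAAGGTCACGTCCAGCAAG, 6476156 to 6476175). The *AGO1* primers match chromosome 1 at 17887868 to 17887887 (TCAAGCCCATCTATTGCTGC) and 17887610 to 17887629 (ATCATGCCACCAGTCACCAC). Those for *AGO4* match chromosome 2 at 11540958 to 11540977 (TGGATGGTAAAGAGTTTGCT) and 11540740 to 11540759 (CCATCACTTGGACTTTCATT). The *DRM1* primers match chromosome 5 at 4991637 to 4991657 (TAGAGCAATTGAAGAAACCGC) and 4992079 to 4992101 (CATTCGTGATCTCTCCCACATCT). Those for *DRM2* match chromosome 5 at 4716836 to 4716855 (AAAATGTGGATATTGCAGAG) and 4716576 to 4716595 (TCCTATCATTGGATTTGGTA). The reverse *NRPD2* primer (CAGCTCTTCCATTCCACAAGC) matches *NRPD2A* on chromosome 3 at 8570590 to 8570610. All of these positions are in coding exons. The forward *NRPD2* primer and both *NRPE1* primers had no exact match on the TAIR10.1 chromosomes.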

Primers listed in the table were used to perform real-time qPCR assay for key RdDM genes.

How the deposited data were processed for this re-analysis (not part of the article)

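RNA-seq was analysed from WT and *dme-2* calli (7 days on CIM) and de novo shoots (a further 14 days on SIM) of L*er*, with 3 libraries in each of the 4 groups. Groups and replicate numbers were taken from the sample labels and the paper's methods. WT calli were compared with WT shoots, *dme-2* with WT at each stage, and *dme-2* calli with *dme-2* shoots.

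The authors prepared stranded mRNA libraries, sequenced them on an Illumina NovaSeq, mapped the reads to the L*er* genome with STAR in its two-pass mode and quantified transcripts with RSEM. They deposited a table of counts and a table of TPM values per L*er* locus, each with 27147 loci and all 12 libraries. The deposited counts are whole numbers without normalization, and the paper's text does not name the step that made them. The deposited TPM values, as the authors computed them, are scaled for transcript length and to a fixed total per library, so depth is not known from them. For their own calls the authors used DESeq2. Every column of per-sample values was matched to a sample by its name.

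Precision follows from the total counts, which were 12981250 to 20128757 per library, and from the spread between replicates. The median SD of log2 values across 18813 genes was 0.207 in WT calli, 0.234 in *dme-2* calli, 0.0900 in WT shoots and 0.105 in *dme-2* shoots. Folds against libraries with at most 3 counts are given as lower bounds.

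Counts were tested with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, filterByExpr) in R 4.3.3, with Benjamini-Hochberg adjustment over the genes tested, and each comparison used its own 6 libraries. TPM values were tested with limma 3.58.1 (eBayes with a trend) on log2(TPM + 1) for loci with a mean of at least 1 TPM. Gene sets were tested with fry, with Benjamini-Hochberg adjustment over the 8 set tests made from counts and over the 3 made from TPM, an adjustment added after the unadjusted values had been seen. The 4 demethylase genes were compared together by an exact permutation test within libraries, run in Python 3.11.15. The design, the lists of genes and most alternatives were set before the data were examined. They foresaw the count test as the main one for every comparison. Because the count columns labelled *dme-2* callus contradict the TPM columns of the same name, the comparisons with *dme-2* calli and the interaction of genotype and stage were also made from TPM, with the alternatives for that family and the crossed pairing chosen after seeing the data. Count results for these comparisons are reported for the numbers of genes and the gene sets, and for single genes only where stated, and rest on columns whose content is not known.

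The alternatives were RLE normalization, library size only, no filter beyond 1 count, at least 10 counts in every library, DESeq2 1.42.0, all 12 libraries in one fit, the replicate number as a block, limma on TPM with pseudocounts of 1 and 0.1 and without a filter, camera for gene sets, and leaving out each library in turn. DESeq2 without the expression filter, TPM rescaled by the median ratio, the photosynthesis list without the loci named PSAT, limma on log2(CPM + 1) from the counts, and an edgeR fit over the 9 libraries without the count columns labelled *dme-2* callus, with its set tests adjusted over the 5 made in it, were added after seeing the data. The last 2 also served to test why results changed. Fits over 12 or 9 libraries estimate the spread of a gene jointly in calli and shoots, although calli varied more. Their errors can thus be too large for shoots and too small for calli. The pairing of libraries comes from the replicate numbers in the sample labels. The tests were tested on simulated data with 200 changed genes. Of these, edgeR recovered 200 with 4 false calls among 204 calls (19119 genes), DESeq2 198 with 9 false calls among 207 calls (19119 genes), and limma 199 with 6 false calls among 205 calls (18414 genes). Counts were drawn from the means of the shoot libraries, with the same dispersion for every gene and large changes of equal size. Limma was given CPM in place of TPM. The simulation thus does not show how limma performs on TPM of calli, whose replicates varied more.

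Gene names come from the homologs in Col that the deposited tables list for each L*er* locus, matched to symbols and synonyms of RefSeq's TAIR10.1 annotation. Of the 27147 loci, 26632 had at least 1 homolog and 3683 more than 1. For the latter, the locus whose neighbours match those of the gene was taken, and such genes are treated as uncertain. Genes were named in the text by a rule: every gene whose RNA expression the paper reports and that could be paired, and for each genotype comparison the 3 largest rises and the 3 largest falls among genes with an adjusted p under 0.05 whose 3 *dme-2* libraries all lie above or all below the 3 WT libraries. Rises and falls were ranked by the fitted log2 fold change, also where a group had no counts and only a lower bound is known. Genes outside the rule are marked as chosen after their values were seen. The genes *hemb2*, *FLP1* and AT1G51000 (rises) and *ELI3-2*, *TI2* and *AtS40-3* (falls) meet this rule only by the callus counts and are taken up with those columns in the closing section.

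DNA methylation and seedling expression were not analysed here, and GO enrichment was not repeated. The L*er* genome was not used here, so no coordinates of L*er* loci are given, and TAIR10.1 served only for names, for neighbouring genes and for the positions of primers.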

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

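The comparison of the count and TPM columns was chosen only after the mismatch had been seen. The splits of the libraries and the test for callus RNA in shoots were set beforehand.

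The count columns labelled *dme-2* callus give 10733 genes at the cut-off against WT callus, 5528 higher and 5205 lower, and their contrast with the TPM columns is not reported in the paper. With library size only, the share of higher genes was 69.2% in place of 51.5%, and the median log2 fold change of all genes 0.78 in place of 0.10. Under the naming rule, the largest rises in these columns were at *hemb2* (123, 122 and 140 counts against 0, at least 44.3-fold), *FLP1* (79, 85 and 68 against 0, at least 26.9-fold) and AT1G51000 (271, 207 and 254 against 0, 1 and 0, at least 84.5-fold), with adjusted p-values of 4.5e-06, 2.24e-05 and 2.88e-07 by edgeR. The largest falls were at *ELI3-2* (11, 10 and 5 counts against 9860, 19612 and 23633), *TI2* (0 in all against 189, 355 and 306) and *AtS40-3* (0 in all against 242, 306 and 258). In TPM, *ELI3-2* was at 784 ± 249 in *dme-2* and 1024 ± 292 in WT calli, so the TPM table has no such fall. A different unit or scaling was tested by correlating log counts with log TPM per library. The highest correlation in the 3 columns was 0.661, against 0.992 to 0.999 in the other 9 libraries, which a scaling cannot give. Mislabelled or replaced columns were tested with the paper's own callus fold changes, which had a correlation of 0.01 with the count table and 0.88 with the TPM table. That is consistent with columns that hold something other than the *dme-2* callus libraries the paper analysed. They resemble each other (lowest correlation 0.991), and no TPM column comes closer to them than 0.696, so they are not a copy of another deposited group. Of the splits of the 6 libraries that part all same-numbered pairs, 1 of 4, the real one, gave as many genes, and 5 was the most in the others. No biological explanation was tested for these columns.

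From TPM, the *dme-2* effect differed between calli and shoots at 2060 genes with an adjusted p under 0.05 by limma, 1269 with a higher and 791 with a lower effect in shoots. Of 32 arrangements of the libraries, 3 gave as many genes, the real one included. The arrangements that kept the genotypes of the shoots and mixed those of the calli gave 1058 to 3442 genes, but they carry the shoot difference itself. Those that mixed the shoots gave 0 to 5 genes, but they remove that difference. Neither kind isolates the interaction, so the arrangements do not decide whether it arose by chance. What follows for single genes is offered as hypotheses. By the counts the interaction gave 15570 genes, and 1 of 32 arrangements reached that, but this rests on the columns above.

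Several genes higher in *dme-2* shoots had a larger effect there than in calli, in log2 units from TPM with limma's adjusted p for the interaction. These were *ARR5* at 1.79 (adjusted p = 0.00753), *STM* at 0.96 (0.0036), *KNAT1* at 0.60 (0.0276), *RAP2.6L* at 1.00 (0.00378), *PDC1* at 1.73 (0.0103) and *ETR2* at 1.00 (0.000963). *STM* and *KNAT1* were at most 0.30 TPM in all callus libraries, where no effect can be seen, so for them the difference restates the shoot effect. *RAP2.6L*, by contrast, had 227 ± 21.3 TPM in WT calli and 214 ± 31.5 TPM in *dme-2* calli, and *ETR2* had 174 ± 18.8 and 179 ± 13.7 TPM. Mixing with callus tissue was tested as a source of the shoot effects. The callus share in *dme-2* shoots implied by 214 callus-specific genes was 0.06% (median), and that share alone gives the cytokinin and KNOX genes a mean log2 fold change of 0.00 where 0.69 was observed, and the hypoxia genes 0.00 where 0.60 was observed. Reads shared between copies were not separated for *ARR5* (2 homologs) and *PDC1* (4 homologs), and the effect of the wider spread in calli on single genes was not tested.

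The genes *LBD41* and *PCO1* had interactions of −0.61 (adjusted p = 0.0163 by limma) and −0.78 (0.0207). Both were lower in *dme-2* shoots while their callus means were higher in *dme-2* (675 ± 18.0 against 548 ± 71.0 TPM for *LBD41*, and 130 ± 8.01 against 94.0 ± 18.1 TPM for *PCO1*). A callus share in the shoot libraries, estimated at 0.06%, would raise these genes and not lower them.

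Genes higher in *dme-2* calli had a smaller effect or the opposite one in shoots. These were *DOF2.1* at −1.5 (adjusted p = 0.00495 by limma), *TMO6* at −1.82 (0.000617), *PEAR2* at −1.06 (0.0176), *UMAMIT22* at −3.92 (0.000137), *BNS* at −4.39 (0.0165) and *PR2* at −1.40 (0.00102). In shoots, *DOF2.1* had 43.7 ± 2.33 TPM in *dme-2* and 53.8 ± 4.09 in WT, and *TMO6* had 16.3 ± 1.24 and 25.4 ± 1.39. In calli these genes were picked out by the paper or by their size, which favours a large difference. Chance in how the callus libraries fall remains open, since 3 of the 4 splits that part all same-numbered pairs gave at least as many genes at the cut-off in calli. *PEAR2* lies 228 loci from *DME*, but a linked difference in sequence that alters mapping would act at both stages, and in shoots *PEAR2* had 7.77 TPM in *dme-2* and 7.07 TPM in WT.

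Near *DME*, *SDH3-2* had an interaction of 0.81 (adjusted p = 0.00696 by limma) and AT5G05320 of 2.11 (3e-05). *SDH3-2* was listed at 0 TPM in all *dme-2* libraries, so its interaction reflects only that WT calli had more of it than WT shoots (112 to 246 TPM over the 6 WT libraries). Its reads may also be shared with its other homolog. It was 1 of 2 genes that were on in WT (at least 2 TPM, and 5-fold apart) and off in *dme-2* at both stages, and both lie in the window around *DME*. These genes prompted the test of that window, so their number there does not decide between a linked segment and other explanations.

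Among the largest fitted changes in shoots, *PP2-B6* had an interaction of 1.63 (adjusted p = 0.0383 by limma), *BHLH92* of 3.47 (0.00178) and ATLER-1G59020 of −0.99 (0.0207). They were chosen for their shoot effect, which favours a difference from calli. *PP2-B6* and ATLER-1G59020 are at 0 TPM in 3 of the 6 shoot libraries, and the interaction rests on few transcripts. Between *dme-2* calli and *dme-2* shoots, ATLER-1G59020 had a log2 fold change of 0.0 from TPM with all 12 libraries in one fit. Its interaction thus reflects only a difference between the WT stages. Whether a variant in the *dme-2* line against the L*er* reference accounts for them was not tested.

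The comparison of *dme-2* shoots with *dme-2* calli, which the paper does not report, gave 9136 genes at the cut-off from TPM, 6340 higher and 2796 lower in shoots. The median log2 fold change of all genes was 0.48, and TPM rescaled by the median ratio, which lowered it to 0.17, gave 8646 genes, 5105 higher and 3541 lower. The real split was the 1 of 4 that gave as many genes, with 29 as the most in the others. At an adjusted p under 0.05 by limma, 13633 genes passed. By the counts, 9192 genes passed. A difference between stages of the kind seen in WT is the biological explanation the design gives.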

How the results depend on the processing

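The settings for results from TPM with *dme-2* calli, the crossed pairing, DESeq2 without the expression filter and the list without loci named PSAT were chosen only after the result was seen, as were limma on log2(CPM + 1) and the fit over 9 libraries.

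The numbers of genes between WT calli and WT shoots kept within 1.5 times the reported number under all alternatives run, as did those between *dme-2* calli and *dme-2* shoots. The photosynthesis, hypoxia (shoots) and cytokinin and KNOX sets kept their direction and p under 0.05 in all fits. The cytokinin and KNOX genes are the paper's own calls on the same libraries. The other lists follow GO terms that the paper found enriched in them. This stability is therefore not independent evidence. For *dme-2* against WT calli by the counts (10733 genes at the cut-off, 15503 at the adjusted p), limma on log2(TPM + 1), on log2(TPM + 0.1) and on log2(TPM + 1) with no filter gave 300, 385 and 293 genes at the cut-off and 24, 25 and 13 genes at the adjusted p. The same limma test on log2(CPM + 1) from the counts gave 10796 genes at the cut-off, so the change of test does not account for the fall. The content of the columns does, which had a correlation of 0.01 with the paper's fold changes.

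From TPM, the number in calli at the cut-off fell from 300 to 24 when the adjusted p was required with the fold. At the adjusted p it was 13 with no filter, 417 with all 12 libraries in one fit (227 higher, 190 lower), 1 with the replicate block and 56 with the crossed replicate block. Across the 6 fits that each left out one library, it was 1 to 9 at the adjusted p and 288 to 477 at the cut-off. The fit over 12 libraries pools its variance with the less variable shoots, which can lower the error assumed for calli. Otherwise the cause was not tested. The share of higher genes at the adjusted p was 37.5%, and 23.1% with no filter.

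In shoots, limma on log2(TPM + 1) gave 890 genes at the cut-off in place of 1353, and all 12 libraries in one fit gave 6508 genes at the adjusted p in place of 10093. Limma on log2(CPM + 1) from the counts gave 761 at the cut-off, so a number this low does not need the TPM table. In a fit over the 9 libraries without the columns labelled *dme-2* callus, 5437 genes had an adjusted p under 0.05, and that of *CMT3* was 0.0953, of *AHK3* 0.236 and of *ARR1* 0.195 by edgeR, while the RdDM set had an adjusted p = 0.0713 by fry over 5 set tests. These columns therefore do not account for the weaker calls of the fit over 12 libraries. The 9 libraries still hold WT calli, whose replicates varied more than those of WT shoots (median SD of log2 values 0.207 against 0.0900). The replicate numbers did not pair the shoot libraries (mean correlation −0.04), nor WT calli with WT shoots (0.01), nor *dme-2* calli with *dme-2* shoots (−0.01). With the replicate block, 1353 genes passed the cut-off in shoots and 11185 between the WT stages. With the block, the adjusted p by fry in shoots was 0.0331 (RdDM), 0.001 (hypoxia) and 0.001 (cytokinin and KNOX), and between the WT stages 0.0331 (RdDM) and 0.00045 (photosynthesis). Between the WT stages the share of higher genes at the adjusted p was 67.9% both with library size only and with limma on log2(CPM + 1), and 53.0% with TMM normalization. In calli by the counts it was 68.4%, 68.8% and 51.8%. At the cut-off, limma on log2(CPM + 1) gave 70.8% in place of 56.6% between the WT stages and 69.4% in place of 51.5% in calli.

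The interaction by the counts fell from 15570 genes to 2060, 1657 and 2143 with the same limma settings. The columns labelled *dme-2* callus, the only ones out of proportion to their TPM (correlations of at most 0.661, against at least 0.992 in the others), enter this interaction, as they do the comparison in calli. Limma on log2(CPM + 1) from the counts gave 16177 genes, so the change from edgeR to limma does not account for the fall. From TPM it ranged from 1271 to 3469 genes across the 12 fits that each left out one library, and was 1450 with the replicate block. The share with a higher effect in shoots was 48.6% by the counts, 32.6% with library size only, 32.3% with limma on log2(CPM + 1) and 61.6% from TPM, and the median log2 difference of all genes was −0.10, −0.80, −0.68 and −0.06. For the range from TPM, the cause was not tested.

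Camera, which compares a set with the other genes, weakened the RdDM set between the WT stages (0.58, adjusted p = 0.397) and in shoots (−0.11, adjusted p = 0.235). In shoots, a fit over all 12 libraries gave the RdDM set an adjusted p = 0.0511. In calli from TPM, where fry gave the RdDM set 0.25 with an adjusted p = 0.244, it was 0.0624 by camera (unadjusted 0.0208), 0.0154 with the crossed replicate block and 0.389 with the replicate block. Between the *dme-2* stages from TPM, the RdDM set had 0.43 with an adjusted p = 0.0504 by fry (unadjusted 0.0168). It had 0.43 (adjusted p = 0.664) by camera, 0.71 (0.200) with limma on log2(TPM + 0.1), 0.15 (0.381) with TPM rescaled by the median ratio and 0.43 (0.327) with the replicate block. With all 12 libraries in one fit (0.42, adjusted p = 0.00205) and with limma on log2(TPM + 1) with no filter (0.41, adjusted p = 0.0393) it passed, and the mean ranged from 0.31 to 0.51 with a library left out. By the counts it was −1.25, which rests on the columns labelled *dme-2* callus. The hypoxia set in calli reversed with a library left out, from −0.04 to 0.32 by the counts and from −0.06 to 0.25 from TPM. The cause was not tested.

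Single genes that reversed had changes near 0 or moved with the scaling. In shoots, with library size only, *DML2* was at −0.03, *DRM2* at −0.04, *SHH1* at −0.00 and *AGO1* at −0.04, and with limma on log2(CPM + 1) *DML2* was at −0.02, *DRM2* at −0.04 and *AGO1* at −0.04. With the limma settings from TPM, *SHH1* was at −0.00, *HSP90.2* at 0.03 and *AGO1* at −0.00, as with the replicate block for *AGO1*. With a library left out, the ranges in shoots were −0.02 to 0.06 (*DML2*), −0.03 to 0.05 (*DRM2*), −0.05 to 0.21 (*SHH1*), −0.05 to 0.02 (*HSP90.2*) and −0.06 to 0.04 (*AGO1*). Between the WT stages, *DRM2* was at 0.48 with library size only, 0.03 with at least 10 counts in every library 0.47 with limma on log2(CPM + 1) and 0.37, 0.41 and 0.37 with the limma settings from TPM (−0.18 to 0.05 with a library left out). There *HEN2* was at 0.18 with library size only and with limma on log2(CPM + 1), and at 0.17, 0.18 and 0.17 with the limma settings from TPM. In calli from TPM, *DML2* was at −0.00 with limma on log2(TPM + 0.1) and at −0.24 to 0.23 with a library left out. The cause was not tested. Over all 98 results of single genes, 1049 of 1145 values under alternatives kept direction and side of the threshold, 53 were weaker, 14 stronger and 29 reversed. Of 588 values with a library left out, 535 kept both, 37 were weaker, 2 stronger and 14 reversed.

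Depth limits the genes with few counts. *DRM1* had too few counts for the filter in shoots and between the WT stages, and was tested only without a filter (adjusted p = 0.233 in shoots with no filter beyond 1 count by edgeR, 0.233 to 0.364 over the settings without a filter). By the minimum of 1 TPM, and not by depth, *TAR3* and *DML3* in calli were left out, and with no filter their adjusted p by limma was 0.212 and 0.987. The genes at 0 counts in one genotype have only lower bounds on their fold.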

Differences from the paper's values

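Settings from TPM for *dme-2* calli were chosen only after the values were seen, apart from the limma alternatives to the count test, which were set before the data were examined. A number of genes is said to close a gap when it lies within 1.5 times the paper's number, which still leaves a difference, and a log2 fold change when it differs by no more than the replicate SD.

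The paper reports 518 DEGs between WT and *dme-2* calli, and the counts gave 10733. Among the alternatives set before the data were examined, limma on log2(TPM + 0.1) gave 385 genes, fewer than the paper's number but within 1.5 times of it. The others are not, with 300 and 293 genes by the other limma settings and 8297 to 12115 genes by the count settings, nor do 10317 to 11074 with a library left out. DESeq2 with no filter beyond 1 count, chosen after seeing the data, gave 11321, and limma on log2(CPM + 1), also chosen after seeing the data, 10796. Taken from TPM as the reported result, the number was 300, and of the settings chosen after seeing the values, a pseudocount of 0.1 (385) and leaving out WT callus replicate 2 (350) or *dme-2* callus replicate 2 (477) close the gap, while the others do not.

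For the genes higher in *dme-2* calli, the paper's number is 260 and the counts gave 5528. The 3 limma settings set before the data were examined gave 193, 228 and 186 and close the gap, and none of the settings that use the counts does. From TPM, of the settings chosen after seeing the values, rescaling by the median ratio (178), all 12 libraries in one fit (213), the replicate block (184) and the crossed block (217) also close it, as do the fits without a library (174 to 331) apart from that without *dme-2* callus replicate 3 (164). The adjusted p with the fold cut-off (9) does not. For the lower genes, the paper's list has 258, the counts gave 5205 and TPM 107. None of the alternatives set before the data were examined closes this gap, the limma settings giving 107, 157 and 107, and neither does any chosen after seeing the values.

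For qPCR in Fig. S6, the paper's ratio of *dme-2* to WT shoots for *AGO1* is about 0.58, read by eye, and the RNA-seq counts gave 1.00 (0.960 to 1.03 over the alternatives). For *AGO4* it is about 0.46 in Fig. S6, read by eye, against 0.764 (0.741 to 0.780). For *DRM2* it is about 0.28 in Fig. S6, read by eye, against 1.00 (0.973 to 1.04). None of the alternatives set before the data were examined closes these gaps.

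In the paper's list, *PDC1* in shoots has a log2 fold change of 1.49, against 1.46 here, a difference larger than the replicate SD of 0.02. With all 12 libraries in one fit (1.47) and without *dme-2* shoot replicate 2 (1.47) or 3 (1.49), settings set before the data were examined, the gap closes, as it does with the fit over 9 libraries (1.47), chosen after seeing the values, and with the others it does not. For *DME* in calli, the paper's list gives −1.84 and TPM −1.53, and for AT5G05320 it gives −2.69 and TPM −2.43. A pseudocount of 0.1, chosen after seeing the values, gives −1.76 and −2.63 and closes both gaps, and none of the other settings from TPM does.

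The paper states that *CMT2* rose slightly in *dme-2* shoots. Here its adjusted p was 0.0625 by edgeR, while the unadjusted p was 0.0341. Without *dme-2* shoot replicate 3, a setting set before the data were examined, the adjusted p of *CMT2* was 0.0377 and the gene passed, and with the other alternatives it was 0.0591 to 0.471. The paper states that many key RdDM genes were highly induced in WT shoots and lower in *dme-2* shoots. Here 6 of the 22 tested genes were lower in WT shoots than in calli at an adjusted p under 0.05 by edgeR, and 12 did not change at that threshold in *dme-2* shoots, among them *DRM2* (adjusted p = 0.98). For *DRM1*, the qPCR ratio is about 0.12 in Fig. S6, read by eye, while the TPM values were 0.45, 0.17 and 0.12 in *dme-2* shoots and 0, 0.09 and 0.22 in WT shoots.

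The paper marks *DOF2.1*, *HCA2*, *TMO6*, *PEAR2*, *PLT5* and *TAR3* as higher in *dme-2* calli. Here the first 5 had adjusted p-values of 0.171, 0.635, 0.113, 0.146 and 0.48 by limma, *HCA2* and *PLT5* had overlapping libraries, and *TAR3* was below the TPM minimum. With all 12 libraries in one fit, a setting chosen after seeing the values for TPM, *DOF2.1* (0.00818), *TMO6* (0.00334), *PEAR2* (0.00553) and *TAR3* (0.0257) pass. That fit pools the variance with the less variable shoots and can understate the error in calli. The adjusted p over all settings reached 0.612, 0.436 and 0.524 for the first 3, and for *TAR3* it was 0.212 with limma and no filter.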

Other observations

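Chosen only after the result was seen were the tests of the region around *DME* and of the crossed pairing of calli. The tests of callus RNA, of shared WT libraries and of the spread in calli were set beforehand.

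Genes that changed in *dme-2* shoots tended to change in the direction of callus. Across 18813 genes, the log2 difference of *dme-2* from WT shoots correlated with that of WT calli from WT shoots at 0.33, where genes are not independent replicates. The shared WT shoot libraries could give such a correlation, but with different WT shoot libraries as the reference of each comparison it was still 0.29 to 0.31. Callus RNA in the *dme-2* shoot libraries would raise nearly all callus-specific genes by a common share. Of 214 genes with at least 50 TPM in WT calli and at most 2% of that in WT shoots, 59.8% were higher in *dme-2* shoots, and the implied callus share had a median of 0.06% with quartiles of −0.04% and 0.56%. That share alone gives a mean log2 fold change of 0.00 for the hypoxia genes (0.60 observed), 0.00 for 20 RdDM genes (−0.10 observed) and 0.00 for the cytokinin and KNOX genes (0.69 observed). Delayed or less complete differentiation of *dme-2* shoots is a candidate explanation that remains, and it was not tested against others such as a different mix of cell types.

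The paper reports fewer DEGs in calli than in shoots. Calli were more variable between replicates (median SD of log2 values 0.207 and 0.234 in calli, 0.0900 and 0.105 in shoots). Whether this spread is a cause was tested by giving each gene in shoots its callus variance. Over 18813 genes and without moderation of variances, the number at the cut-off in shoots went from 801 to 735, still above the 182 in calli. By the fold cut-off alone, 423 genes passed in calli and 906 in shoots. Genes that are off in calli, such as *STM* (0 to 0.06 TPM), have almost no variance there, so this test cannot exclude the spread as a cause. Of the genes past the fold cut-off, 182 of 423 in calli and 801 of 906 in shoots also passed the unadjusted p. Calli thus had both fewer genes past the fold cut-off and a smaller share of them past the p. In principal component analysis, the first component in shoots (64.1% of the variance) separated the genotypes, whereas in calli the first (41.5%) did not and the second (22.6%) did.

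Same-numbered callus libraries of the 2 genotypes deviated in opposite directions (−0.24), and the pairing of *dme-2* replicates 3, 1 and 2 with WT replicates 1, 2 and 3 gave 0.31, the highest of the 6 pairings. With that pairing as a block, 56 genes had an adjusted p under 0.05 by limma, against 24 without a block. A crossing of replicate numbers or of culture batches may underlie this. The pairing was picked for its correlation, which by itself lowers the residual variance, so the test does not separate a crossing from chance.

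Genes that changed alike in *dme-2* calli and *dme-2* shoots (unadjusted p under 0.01 at both stages and the same direction) were more frequent near *DME*. In the window of up to 500 loci on either side of *DME*, 15 of 574 tested genes did so, 2.61%, with *DME* itself left out. In the other 25 windows of 1000 loci, the highest share was 2.09% and the median 0.6%, and over all 16130 genes it was 0.68% (109 genes). In that window also lay 2 genes that were on in WT (at least 2 TPM, and 5-fold apart) and off in *dme-2* at both stages, while 0 such genes lay in the other windows. These are *SDH3-2*, 492 loci from *DME* and at 112 to 246 TPM in WT, and ATLER-5G16160, 200 loci from *DME* and at 4.88 to 10.01 TPM in WT, and both were listed at 0 TPM in *dme-2*. In shoots, the counts had the same pattern, with 1 to 4 counts for *SDH3-2* and 0 to 3 for ATLER-5G16160 in *dme-2*. These genes prompted the test of the region and are among the 15. Without them the share was 2.27% (13 of 572 genes), close to the highest of the other windows. The count columns labelled *dme-2* callus hold 272 to 343 and 291 to 347 counts for them, within or near the WT callus ranges of 306 to 535 and 224 to 466. A candidate explanation is a segment around *DME* from another strain, carried along with the *dme-2* allele, with sequence or genes that differ from the L*er* reference. Loss of *DME* itself acting on neighbouring genes is not excluded. A difference in sequence that alters mapping would act at both stages. The effects on *PEAR2* and AT5G05320, 228 and 81 loci from *DME*, differed between the stages (interactions of −1.06 and 2.11, adjusted p = 0.0176 and 3e-05 by limma). If these interactions hold, altered mapping by itself does not account for the change of these genes in calli. Whether other differences in such a segment account for it was not tested.

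The RdDM genes in calli had a mean log2 fold change of 0.25 in *dme-2* from TPM (adjusted p = 0.244 by fry and 0.389 with the replicate block, where same-numbered libraries correlated at −0.24; 14 of 17 genes higher), a result that 2 of the 4 splits parting all same-numbered pairs reached, and 1.67 by the counts (adjusted p = 7.42e-05, 1 of 4 splits), which rests on the columns labelled *dme-2* callus. The hypoxia genes in calli had 0.07 from TPM (adjusted p = 0.699, 4 of 4 splits) and 0.12 by the counts (adjusted p = 0.126, 3 of 4 splits). Between *dme-2* calli and *dme-2* shoots, the RdDM genes had 0.43 from TPM (adjusted p = 0.0504, 1 of 4 splits) and −1.25 by the counts (1 of 4 splits). *ROS1* in calli had a log2 fold change of 0.28 from TPM (adjusted p = 0.93 by limma).

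For the results at the claims, the other splits of the same 6 libraries that part all 3 same-numbered pairs were compared with the real one. The real split was 1 of 4 in each, so a share under 0.05 is not possible. Between the WT stages the other splits gave at most 9 genes at the cut-off, 0.22 for the RdDM genes and 0.90 for the photosynthesis genes. In shoots they gave at most 22 genes at the cut-off, and set means of at most 0.05 (RdDM), 0.21 (hypoxia) and 0.26 (cytokinin and KNOX) in size. In calli from TPM, 3 of the 4 splits gave at least 300 genes at the cut-off, up to 344, and 1 of 4, the real one, gave 24 at the adjusted p, the others at most 4.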
